# Adolescent circadian rhythm disruption increases reward and risk-taking

**DOI:** 10.3389/fnins.2024.1478508

**Published:** 2024-12-16

**Authors:** Lauren M. DePoy, Chelsea A. Vadnie, Kaitlyn A. Petersen, Madeline R. Scott, Wei Zong, RuoFei Yin, Ross C. Matthaei, Fernanda Juarez Anaya, Callie I. Kampe, George C. Tseng, Colleen A. McClung

**Keywords:** circadian disruption, adolescence, cocaine, anxiety, risk-taking, reward

## Abstract

**Introduction:**

Circadian rhythm disturbances have long been associated with the development of psychiatric disorders, including mood and substance use disorders. Adolescence is a particularly vulnerable time for the onset of psychiatric disorders and for circadian rhythm and sleep disruptions. Preclinical studies have found that circadian rhythm disruption (CRD) impacts the brain and behavior, but this research is largely focused on adult disruptions. Here, we hypothesized that adolescent CRD would have a greater effect on psychiatric-related behaviors, relative to adult disruption.

**Methods:**

We determined the long-term behavioral and neurobiological effects of CRD during early adolescence by exposing mice to 12 h shifts in the light/dark cycle. Adult mice were exposed to the same CRD paradigm. Behavior testing began approximately 4 weeks later for both groups. To identify possible mechanisms, we also measured gene expression in brain regions relevant to circadian rhythms, mood and reward.

**Results:**

CRD during early adolescence, but not adulthood, persistently increased exploratory drive (risk-taking behavior) and cocaine preference when tested later in life. Interestingly, we found sex differences when intravenous cocaine self-administration was tested. While female mice with a history of adolescent CRD had a greater propensity to self-administer cocaine, as well as increased motivation and cue-induced reinstatement, male adolescent CRD mice had reduced motivation and extinction responding. Importantly, we found that transcripts in the SCN were affected by adolescent CRD and these were largely distinct across sex.

**Conclusion:**

Overall, adolescent CRD in mice caused persistent increases in risky behavior, cocaine reward and cocaine self-administration, which suggests that CRD during adolescence may predispose individuals toward substance use disorders. Future research is required to elucidate how adolescent CRD affects behaviors relevant to mood-and substance use-related disorders across the 24-h day, as well as to identify intervention strategies to alleviate disruption during adolescence and novel therapeutic approaches once symptoms have begun.

## 1 Introduction

Psychiatric disorders and circadian rhythm disruptions (CRD) commonly co-occur. Variations and disruptions of rhythms (e.g., evening chronotypes, misaligned rhythms, and delayed rhythms) are frequently described in psychiatric disorders (Souêtre et al., 1989; McClung, 2007; Emens et al., 2009; Merikanto et al., 2015; Vadnie and McClung, 2017), including substance use disorders (SUDs; Logan et al., 2014; DePoy et al., 2017). On the other hand, those with disrupted sleep or circadian rhythms commonly exhibit increased symptoms of psychiatric disorders, such as increased risk-taking and drug use (Wittmann et al., 2006; Gowen et al., 2019; Taylor et al., 2020; Pasch et al., 2012; Hasler et al., 2017; Hasler et al., 2016), suggesting a bidirectional relationship between psychiatric disorders and CRD. Supporting this, environmental (e.g., light at night) and genetic insults to circadian rhythms are linked to altered mood (Benedetti et al., 2003, 2008; Easton et al., 2003; Johansson et al., 2003; Roybal et al., 2007; Mansour et al., 2009; Lavebratt et al., 2010) and substance use (Dong et al., 2011; Forbes et al., 2012; Ozburn et al., 2012, 2013; Blomeyer et al., 2013; Gamsby et al., 2013; Bi et al., 2014; Baranger et al., 2016) across species. External or internal disruptions can perturb circadian rhythms by impacting the core molecular clock, a series of interlocking transcriptional-translational feedback loops found in almost every cell in the body (Reppert and Weaver, 2002; Ko and Takahashi, 2006; Takahashi, 2017), which controls physiological processes and behavior across the light/dark (LD) cycle. The molecular clock is largely regulated by the CLOCK protein, which dimerizes with ARNTL (BMAL1) to control transcription of many genes including the Period (*Per*) and Cryptochrome (*Cry*) genes. 

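The annotation places Clock (ENSMUSG00000029238) on chromosome 5 of GRCm38 from 76209868 to 76304792 and Arntl (ENSMUSG00000055116) on chromosome 7 from 113207465 to 113314126. Per1 (ENSMUSG00000020893) lies on chromosome 11 from 69095217 to 69109960, Per2 (ENSMUSG00000055866) on chromosome 1 from 91415982 to 91459324 and Per3 (ENSMUSG00000028957) on chromosome 4 from 151003652 to 151044665. Cry1 (ENSMUSG00000020038) lies on chromosome 10 from 85131700 to 85185064 and Cry2 (ENSMUSG00000068742) on chromosome 2 from 92403646 to 92434043. All 7 are annotated as protein-coding genes. The deposited gene counts of tissue collected at ZT6 hold every one of them in the suprachiasmatic nucleus (SCN), the nucleus accumbens (NAc) and the prefrontal cortex (PFC). The labels do not say which libraries came from control or CRD mice, or from females or males, so values are ranges and medians of CPM over all libraries of a region. In the SCN (n = 19), Per2 ranged from 9.10 to 65.9 CPM with a median of 25.0 CPM, and Per1 from 17.8 to 67.1 CPM with a median of 33.7 CPM. Both were lowest in the SCN library of mouse J1018 and highest in that of mouse J1157. Nuclear protein-coding genes held 66.4% of the counts in the latter, against an SCN median of 40.1%. These ranges may therefore reflect the libraries as well as the mice. Clock, with 47.2 to 80.6 CPM and a median of 64.5 CPM, covered a narrower range. In the NAc (n = 26), Per2 ranged from 6.18 to 15.7 CPM with a median of 10.0 CPM. In the PFC (n = 17), it ranged from 4.35 to 12.4 CPM with a median of 8.71 CPM. The median of Arntl was 17.7 CPM in the SCN, 17.5 CPM in the NAc and 25.0 CPM in the PFC. The median of Cry1 was 28.7 CPM in the SCN, 18.5 CPM in the NAc and 11.2 CPM in the PFC. The SCN was deposited in a separate table from the other regions and was scaled on its own, so its levels were not tested against theirs.

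**Figure D1:**
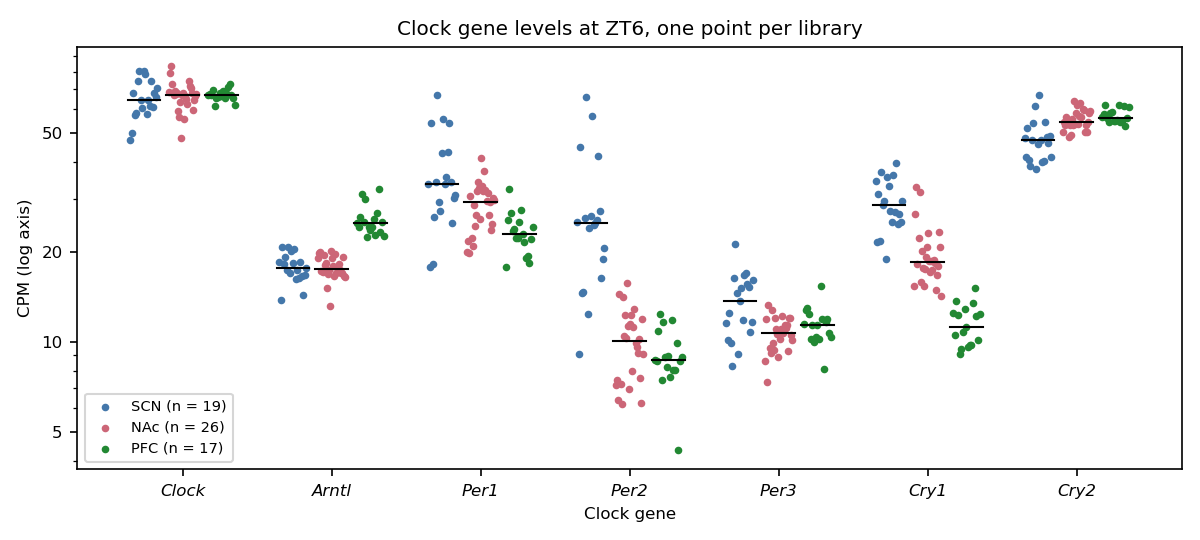
CPM (log axis) of the 7 clock genes in each SCN (n = 19), NAc (n = 26) and PFC (n = 17) library. Each point is a library and each bar a median; the medians of Per2 are 25.0, 10.0 and 8.71 CPM.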

After translation, the PER and CRY proteins enter the nucleus and inhibit the transcriptional activity of CLOCK/BMAL1, closing the negative feedback loop after around 24 hours (h; Ko and Takahashi, 2006).

Additionally, the suprachiasmatic nucleus (SCN), a brain region located in the hypothalamus, is known as the principal pacemaker of the brain and is responsible for the generation and maintenance of circadian rhythms across the brain and periphery. Not only can circadian disruption cause structural and functional changes to the SCN (Iglesia et al., 2004; Yan, 2011), but notably, preclinical studies support a role for the SCN in regulating anxiety-like and mood-related behaviors (Landgraf et al., 2016; Boehler et al., 2021; Whylings et al., 2021; Vadnie et al., 2022). Other regions likely to be involved in the effects of CRD on behaviors associated with psychiatric disorders include the prefrontal cortex (PFC) and nucleus accumbens (NAc). In animal models, circadian disruptions via clock gene knockouts and knockdowns have been shown to disrupt dopamine signaling rich areas, such as the NAc, and alter a variety of mood- and reward-related behaviors (Andretic et al., 1999; Falcón and McClung, 2009; Ozburn et al., 2012, 2017; Logan et al., 2014; Parekh and McClung, 2016; Parekh et al., 2019; DePoy et al., 2020). Further, in the PFC, a major site of executive function and cognitive control over behavior, neuronal activity and circadian gene expression are altered following exposure to a disrupted LD cycle (Karatsoreos et al., 2011; Otsuka et al., 2020; Roberts and Karatsoreos, 2023).

Preclinical studies have focused on investigating the effects of disturbing rhythms during adulthood or before weaning, but not during adolescence (Karatsoreos, Bhagat et al., 2011; LeGates et al., 2012; McGowan and Coogan, 2013; Borniger et al., 2014; Ben-Hamo et al., 2016; Chen et al., 2021b; Ameen et al, 2022). However, adolescence is a particularly vulnerable time for both psychiatric disorders and circadian disruptions. As reward-related brain regions mature faster than areas important for top-down cognitive control (Mills et al., 2014) and individuals seek independence from parents and more social interaction with peers (Steinberg and Silverberg, 1986), adolescence is typically a time of increased risk-taking and novelty-seeking behavior (Spear, 2000). Adolescents are also vulnerable to circadian disruptions due to early morning school, work and societal obligations conflicting with their preferred delayed sleep and wake times, resulting in misaligned rhythms and reductions in sleep which have been shown to negatively impact mental and physical health (Wahistrom, 2002; Owens et al., 2010; Touitou, 2013; Boergers et al., 2014; Borisenkov et al., 2022). Notably, circadian rhythms are delayed in adolescents across different countries and cultures (Thorleifsdottir et al., 2002; Roenneberg et al., 2004; Yang et al., 2005; Crowley et al., 2014) and phase-shifts are also found in other species, including rodents (Golub et al., 1996; Hummer et al., 2007; Hagenauer et al., 2011), suggesting this delay is biologically driven.

In rodents, adolescence is most broadly defined as the period from weaning postnatal day 21, (P21) to sexual maturity (P60), with most adolescent-typical neurobehavioral characteristics being present from P28-42 (Spear, 2000). During adolescence, there are significant changes occurring with neural circuitry and neurotransmitter systems. A few recent studies suggest that CRD during adolescence can induce lasting behavioral and neurobiological effects, indicating there is a need to further study the impact of circadian disruption during this developmental period when many psychiatric disorders start to arise (Chen et al., 2021a; Cloutier et al., 2022; Gonzalez et al., 2023; Bonilla et al., 2024; Jameson et al., 2024). Investigating the long-term impact of circadian rhythm disruption on behavior and the neurobiology of relevant brain regions may help us understand how psychiatric disorders develop and how they can be better prevented and treated.

The bidirectional relationship between psychiatric disorders and CRD begins during adolescence, a vulnerable time for engaging in risky behavior, such as initiating substance use, and suffering from CRD. In this study, we sought to determine the long-term behavioral and neurobiological effects of CRD during early adolescence and adulthood by exposing mice to 12 h shifts in the LD cycle. This type of light cycle paradigm is known to reduce exploratory drive and novelty seeking in adult mice (McGowan and Coogan, 2013) as well as shift and dampen the amplitude of rhythms (Kim et al., 2018). These types of rhythm disturbances have been implicated in psychiatric disorders in humans (Souêtre et al., 1989; Lewy, 2010; Hasler et al., 2017). We hypothesized that adolescent CRD would have a more profound effect on psychiatric-related behaviors relative to adult disruption. To identify possible mechanisms by which circadian disruption during adolescence affects behaviors later in life, we also measured gene expression in brain regions relevant to circadian rhythms, mood and reward, the SCN, PFC and NAc, respectively.

## 2 Materials and methods

### 2.1 Animals and housing conditions

Male and female C57BL/6 J mice were obtained from The Jackson Laboratory (000664) and then bred in house. Mice were maintained on a 12:12 light/dark (LD) schedule with lights on [Zeitgeber Time (ZT0)] at 0700 except for those exposed to CRD (described below). Behavioral testing occurred during the light phase from ZT2-10. Food and water were provided *ad libitum* unless otherwise indicated. Procedures were approved by the University of Pittsburgh Institutional Animal Care and Use Committee.

### 2.2 Circadian rhythm disruption

Adolescent CRD began at P28 ± 1, when light cycles were shifted 12 h to a 12:12 schedule with lights on at 1900. After 3 days, the light cycle was shifted back by 12 h to a 12:12 schedule with lights on at 0700. The 12 h shifts of the light cycle continued every 3 days, resulting in 4 complete reversals of the LD cycle spanning P28-37. Following adolescent CRD, mice were returned to a fixed LD schedule (ZT0 = 0700) and behavioral testing began approximately 4 weeks later, in adulthood. Due to the nature of this shifting paradigm, each experimental group was housed together, and mice were pseudo-randomized to each behavior testing group.

Adult mice experienced CRD as described above from P62-71. Following CRD, mice were returned to a fixed LD schedule (ZT0 = 0700), and behavioral testing began approximately 4 weeks later. Control adolescent and adult mice were physically disturbed at the same ages and times of day with matched cage handling but received no change to their LD schedule.

### 2.3 Drugs

Cocaine hydrochloride was provided by the National Institute on Drug Abuse. Animals were injected with 2.5, 5 or 10 mg/kg (intraperitoneal, i.p.; volume 10 mL/kg) for conditioned place preference testing and 0–1 mg/kg/infusion for cocaine self-administration.

### 2.4 Behavioral testing

Mice used for behavior testing were subjected to only 1 of the 3 different groups of behavior testing.

*Group 1* mice were used in a battery of tests in the following order to assess locomotor activity, exploratory drive [open field, elevated plus maze (EPM), light/dark (LD) box], spatial working memory (T-maze) and helplessness-like behavior (forced swim test, FST). Behavior testing took place every other day.

*Group 2* mice were tested for reward-related behavior. These mice were tested for sucrose preference and cocaine conditioned place preference (CPP).

*Group 3* mice were assessed for operant food self-administration and intravenous cocaine self-administration.

#### 2.4.1 Locomotor response to novelty

Mice were placed in clear boxes (field dimensions: 9.5″ x 18.0″) equipped with photobeams (Kinder Scientific Smart Cage Rack System, Poway, CA). Total horizontal distance traveled over 120 minutes (min) was measured for each mouse under standard room lighting.

#### 2.4.2 Open field

Mice were placed in the corner of a large plastic arena (52 × 52 × 25 cm) with black walls and a clear bottom. The center was a 24 cm x 24 cm square in the middle of the box that was designated with taped gridlines. Mice were allowed to freely explore the box for 10 min. Behavior was video recorded under dim white light (~20 lux). Center entries and center time were quantified using Ethovision XT (Noldus, Leesburg, VA, United States).

#### 2.4.3 Elevated plus maze

As previously described (Vadnie et al., 2022), mice were placed in the center of the maze facing an open arm in dim light (~20 lux). The EPM consisted of 2 plastic open arms perpendicular to two closed arms (30 × 5 cm) and was elevated above the ground (81 cm). Behavior was recorded for 10 min and video tracking software (Ethovision XT; Noldus, Leesburg, VA, United States) was used to quantify the time spent in the open arms, as well as the number of entries into each arm.

#### 2.4.4 Light/dark box

Clear boxes (Kinder Scientific Smart Cage Rack System; field dimensions: 9.5″ x 18.0″) were divided into two equally sized chambers, a black opaque chamber kept in the dark with a lid and a brightly lit chamber (~880 lux). An opening was present between the two chambers that was equipped with a door. Mice were first placed in the dark chamber for 2 min and then the door was opened between the two sides. Mice were allowed to explore both chambers for 20 min. Photobeams were used to measure the number of entries into and time spent in the light side.

#### 2.4.5 T-maze

Testing in the T-maze took place under dim white light (~40 lux). The assay consisted of 5 trials made up of 2 runs (a sequestered and a non-sequestered run). For both runs the mouse was placed in the starting arm of the T-maze facing toward the wall, away from the two choice arms. For the first sequestered run of the trial, the mouse was given 2 min to select an arm. Once the mouse had all four paws in an arm, the door was closed so that the mouse was sequestered in the arm for 30 seconds (s). The mouse was then removed from the maze and placed in a clean holding cage for 20 s. Any urine or feces were removed from the T-maze to reduce scent cues. For the non-sequestered run, the mouse was again placed back in the starting arm facing toward the wall, away from the choice arms. The mouse was given 2 min to select an arm. Once the mouse selected an arm and had all 4 paws in the arm, it was placed back in the holding cage for 20 s. A spontaneous alternation was considered when the mouse selected the arm opposite to the one it was sequestered in. % spontaneous alternations were calculated as the number of alternating trials divided by the total completed trials multiplied by 100. If the mouse failed to select an arm, the mouse was placed back in the holding cage for 1 min. Then the mouse was permitted to re-do the trial. If the mouse still failed to select an arm, it was returned to a holding cage for 1 min and then was moved on to the next trial. Testing ended after 5 trials or after the mouse failed to select an arm for 3 consecutive runs. No mouse failed the test completely.

#### 2.4.6 Forced swim test

Mice were individually placed into glass beakers of water (25°C; 18 cm depth) that were separated by dividers to prevent the mice from observing each other during testing. Behavior was video recorded for 6 min. Time spent struggling during the last 4 min of the test and latency to immobility were scored by a blinded, trained observer. Struggling was defined as any movement that was not for the sole purpose of keeping the mouse afloat. Immobility time was calculated by subtracting the time spent struggling from the total time (4 min).

#### 2.4.7 Conditioned place preference

As previously described (Ozburn et al., 2015) mice were first habituated to a testing room for 30 min. On day 1, a pre-conditioning test was conducted, wherein mice were placed in the center of a 3-chamber box. The outer two chambers were distinct with visual and tactile differences. Time in each chamber was recorded over the 20-min session. On the subsequent 4 days, mice were injected with either saline or cocaine and restricted to one of the outer chambers. Saline was injected on days 2 and 4, and cocaine was injected on days 3 and 5 (2.5, 5 or 10 mg/kg, 10 mL/kg, NIDA drug consortium). A biased design was used, since >50% of mice showed a chamber bias during the pre-test, wherein the preferred chamber (>10% preference) was paired with saline or chambers were assigned pseudo-randomly if no side preference was found.

#### 2.4.8 Sucrose preference

Mice were habituated to two bottles containing water or a sucrose solution (0.5% sucrose w/v). After 24 h, bottle position was switched to minimize side preferences. After another 24 h, mice were individually housed and exposed to water and sucrose bottles. Mice were undisturbed overnight, for 18 h, and bottles were weighed to determine consumption of sucrose and water. Control cages were sham handled and fluid loss was recorded. Percent preference for sucrose consumption was calculated with 50% indicating no preference.

#### 2.4.9 Intravenous cocaine self-administration

Mice were first restricted to 85% of their free-feeding weight for food self-administration. Mice were trained to respond for chocolate flavored food pellets (20 mg, grain-based precision pellets, Bio-Serv) in Med-Associates operant conditioning chambers. Responding on one lever was reinforced using a fixed ratio 1 (FR1) schedule. A cue light was illuminated over the active lever for the duration of the experiment. Responses on the inactive lever had no programmed consequences but were recorded. Sessions ended at 60 min or when a maximum of 30 pellets were acquired. Mice were trained for at least five sessions or until they acquired ≥25 pellets for three consecutive sessions.

Mice then underwent jugular catheterization. Mice were anesthetized with isoflurane. As previously described (DePoy et al., 2020), the dorsal and ventral sides were shaved and disinfected. The right jugular vein was exposed by blunt dissection and a sterile polyurethane catheter was placed and secured to the vein. The catheter was exteriorized posterior to the scapulae via a felt mesh mount (Instech). The dorsal and ventral wounds were sutured, and mice were pair housed for the duration of the experiment, unless fighting or uneven sample sizes necessitated single housing. Mice received analgesic treatment (Rimadyl 5 mg/kg) following surgery and post-operatively for 2 days. Mice recover for 6–7 days (d) before intravenous self-administration training begins. Catheters were maintained by infusing catheters daily with 0.05 mL gentamicin (0.33 mg/mL) and heparinized saline (30 USP/ml) containing baytril (0.5 mg/kg). Catheter patency was tested approximately once per week using 0.05 mL brevital (3 mg/mL), mice that failed to lose muscle tone were excluded.

After recovery from surgery, mice were trained to respond on an FR1 schedule for cocaine (0.5 mg/kg/infusion, 30 μL over 1.7 s) on the previously inactive lever from food training (Ozburn et al., 2012). Cocaine was delivered through an armored tether connected to a swivel and syringe pump. Mice were tested 6 d/week with the last day being reserved for patency testing. Drug delivery culminated in extinction of the house light, a compound cue (auditory tone and stimulus light), and a 10-s (s) timeout during which no additional cocaine reinforcers can be delivered. Sessions ended when mice self-administered 60 infusions or at 120 min. Mice were considered to have acquired the cocaine-reinforced response when mice self-administered ≥15 reinforcers across three sessions (with ≥2:1 active/inactive lever press ratio) and a minimum of 10 total acquisition sessions. Drug intake (infusions), discrimination of the active versus inactive and time to reach criteria were measured.

After acquisition, mice were tested on an FR1 schedule with two consecutive sessions of descending unit doses of cocaine (1.0, 0.5, 0.25, 0.125, 0.063, and 0 mg/kg). This dose–response analysis measured the reinforcing properties of cocaine. Next, mice self-administered cocaine at the baseline 0.5 mg/kg unit dose for 2 days before progressive ratio testing. In order to measure motivation to take cocaine in the same mice, three counterbalanced unit doses (1.0, 0.5, and 0.25 mg/kg) were presented for two consecutive sessions under a progressive ratio schedule, wherein each successive infusion requires more lever press responses (1, 2, 4, 6, 9, 12, 16, 20…240). Sessions end after 4 or 1.5 h without acquiring a reinforcer. This test is used to measure motivation, which will be used to describe changes to the breakpoint ratio, or the last ratio obtained for a dose of cocaine. Mice were again returned to their baseline self-administration dose (0.5 mg/kg/infusion) for 2 days before extinction training. Here, all lever presses had no programmed consequences and mice were trained for 10 days or until ≤30% peak active responding at 0.5 mg/kg/infusion was reached. Following extinction, mice were tested for sensitivity to cue-induced reinstatement, a model of relapse where presentations of previously cocaine-associated cues invigorate responding on the previously cocaine-reinforced lever. Mice received one non-contingent cue presentation, followed by cues contingent on responding on the previously active lever.

### 2.5 Tissue collection

Mice exposed to adolescent CRD, as well as matching controls, were euthanized approximately 4 wks after the CRD or control paradigm ended by cervical dislocation and rapid decapitation at ZT6. Brains were flash frozen on dry ice and stored at −80°C until used for punching.

### 2.6 RNA-sequencing

The prefrontal cortex (PFC), nucleus accumbens (NAc), and suprachiasmatic nucleus (SCN) were punched and isolated from frozen brain tissue using a cryostat. Individual animals were each used as a sample (*n* = 4–8 per condition). Tissue was homogenized and total RNA was isolated using the RNeasy Plus Micro Kit (Qiagen). RNA quantity and quality were assessed using fluorometry (Qubit RNA High Sensitivity Assay Kit and Fluorometer; Invitrogen) and chromatography (Bioanalyzer and RNA 6000 Pico Kit; Agilent) respectively. Libraries were prepared with 10 ng of RNA from each sample using the Smartseq HT ultra-low input sample preparation kits (Illumina). Paired-end dual-indexed sequencing (75 bp) was performed using the NextSeq 500 platform (Illumina). A total of 30 million reads per sample was targeted. Sequencing was performed at the University of Pittsburgh Health Sciences Sequencing Core at UPMC Children’s Hospital of Pittsburgh.

FastQC v0.11.7 was used to assess the quality of the data. Per base sequence quality was high (Quality score generally >30) indicating good data quality. HISAT2 (HISAT2v2.1.0) was used to align reads to the reference (*Mus musculus* Ensembl GRCm38) using default parameters. The resulting bam files were converted to expression count data using HTSeq (HTSeq v0.10.0) with default union mode. Data normalization and gene filtering were performed separately for each region. Genes were retained for analysis if counts per million (CPM) was greater than 1 in 50% or more of the subjects within each group. All Y-chromosome genes were also eliminated from the analysis. 

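The deposited tables held 0 rows from chromosome Y by the GENCODE M21 annotation of GRCm38, which lists 1570 genes there. They kept chromosome X, with 426 rows in the table of the NAc and PFC and 445 rows in the table of the SCN. An annotation entry was found for 11545 of the 11569 rows of the NAc and PFC table, and for 12020 of the 12047 rows of the SCN table.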

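The filter was repeated on the deposited counts over all libraries of a region, because the labels do not give the groups within which the paper applied it. The deposited counts are labelled as already filtered, so the repeat cannot show how many of all genes the filter removes. CPM was greater than 1 in at least 50% of the libraries for 11559 genes in the NAc, 11512 genes in the PFC and 12047 genes in the SCN. With at least 10 counts in place of the CPM limit, which moved these numbers most, 11568 genes in the NAc, 11555 genes in the PFC and 12047 genes in the SCN passed. For the gene with the fewest libraries above 1 CPM, this number was 12 of 19 in the SCN, 6 of 26 in the NAc and 0 of 17 in the PFC.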

A total of 10,386 (NAc), 10,220 (PFC), and 11,339 (SCN) annotated genes retained after filtering were used as the initial input dataset. 

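Size factors computed from the deposited counts by that method, for each region separately, ranged from 0.623 to 2.36 in the SCN, from 0.552 to 1.58 in the NAc and from 0.689 to 1.16 in the PFC. They did not follow the total count alone. The size factor divided by the library's relative total ranged from 0.793 to 1.55 in the SCN, from 0.606 to 1.37 in the NAc and from 0.790 to 1.15 in the PFC.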

The median of ratios normalization method in DESeq2 was then used to normalize for sequencing depth and RNA composition followed by a log2 transformation. Log2CPM values were used to calculate z-scores for expression for each transcript. Heatmaps were generated using z-scores to visualize changes in expression across group and brain region.

### 2.7 Statistical analyses

GraphPad Prism 10 was used. Data are expressed as mean ± SEM with *p* ≤ 0.05 considered significant and 0.05 < *p* ≤ 0.1 considered trending. Data were analyzed by two- or three-way ANOVAs for effects of CRD, sex and session/lever/dose and repeated measures (RM) were used when appropriate. ANOVAs with significant and trending interactions were followed by post-hoc tests with Bonferroni corrections for multiple comparisons. If a significant/trending interaction or effect of sex was found in a three-way RM ANOVA, data were separated by sex and two-way ANOVAs were performed in order to better examine the effect of CRD and the RM on the dependent variable. If no effect of sex (main or interaction) was found, data were collapsed for visualization and to increase power for subsequent analysis (ANOVA or unpaired two-tailed t-test), without sex as a factor. A Welch’s correction was used for unpaired two-tailed t-tests comparing groups that differed in variance, meaning that the F-test to compare variance between the two groups was significant. F-statistics from the higher order ANOVA (main effect of sex and interactions) are shown. Outliers over two standard deviations from the mean were excluded (*a priori*)*. F* or *t* < 1 is noted when appropriate for non-significant findings.

To examine gene expression changes by sex, at the approximate time of our behavioral assessments, a DE analysis was conducted by DESeq2 in each sex and brain region separately at ZT6. Genes were ranked for high DE based on q values and fold change in each brain region and sex. Genes were considered significantly DE with a q-value criteria of *q* < 0.05 to adjust for multiple comparisons. A fold change cut-off of 1.2 was used.

Metascape, a gene annotation and analysis resource, was used to identify enriched biological processes in the top DE genes (Zhou et al., 2019). To compare between groups, a significance threshold of *q* < 0.05 was used. *p* < 0.01 was used as a significance threshold to identify significantly enriched processes. 

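The deposited tables together held 12483 genes. Of these, 11133 genes were in both tables, 914 genes were in the SCN table alone and 436 genes were in the NAc and PFC table alone. Every one of the 12483 genes had a CPM above 1 in at least 50% of the libraries of at least 1 region.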

For the background gene list in Metascape, we used a list of the 12,523 transcripts expressed in any of the 3 brain regions, which is more accurate than using the default full genome background. Further exploratory analysis was done on transcripts that did not pass the false discovery rate, instead using *p* < 0.05 to identify transcripts and identify enriched processes.

## 3 Results

### 3.1 Adolescent CRD increases exploratory drive and impairs spatial working memory

Mice were exposed to circadian rhythm disruption (CRD) during adolescence, which consisted of four 12 h shifts in the LD cycle occurring every 3 days, from P28-37 and behavior was tested in adulthood, ~4 weeks later. For most of the behaviors tested, analysis by two-way ANOVA revealed no interactions or effects of sex (*F*s < 1; latency to immobility: interaction *F*_(1,33)_ = 1.55, *p* = 0.22, sex *F*_(1,33)_ = 2.20, *p* = 0.15), so data were collapsed across sex and analyzed by unpaired two-tailed *t*-tests. For the LD box, where we did see a significant interaction, the data are separated by sex.

We first determined if adolescent CRD affected locomotor activity in a novel environment and the exploratory drive of adult mice. Adolescent CRD decreased the distance traveled in a 2 h locomotor test in a novel environment (Figure 1A, *t*_(36)_ = 2.07, *p* = 0.046; Supplementary Figure 1), but increased exploratory drive in the open field, LD box, and EPM in adulthood (Figures 1B–E). Specifically, adolescent CRD increased the amount of time spent in the center of the open field (Figure 1B, *t*_(36)_ = 2.18, *p* = 0.036). There was also a trend for adolescent CRD to increase entries into the center of the open field (Figure 1C, *t*_(36)_ = 1.81, *p* = 0.079) and the percentage of open arm entries into the EPM (Figure 1D, *t*_(36)_ = 1.81, *p* = 0.078). Interestingly, unlike the other measures of exploratory drive, analysis by two-way ANOVA revealed an interaction between the effects of sex and adolescent CRD on time spent on the light side of the LD box (Figure 1E, *F*_(1, 33)_ = 6.44, *p* = 0.016). There was also an effect of sex (*F*_(1, 33)_ = 9.70, *p* = 0.004) and an overall effect of CRD (*F*_(1, 33)_ = 11.82, *p* = 0.002). Specifically for this measure in the LD box, adolescent CRD increased exploratory drive in adult males only. Also, there was a baseline sex difference, with female controls spending more time in the light relative to male controls, which may have caused a ceiling effect. Overall, circadian disruption during adolescence increased exploratory drive or risk-taking behaviors in adult mice, except for the LD box, where only males were affected.

**Figure 1:**
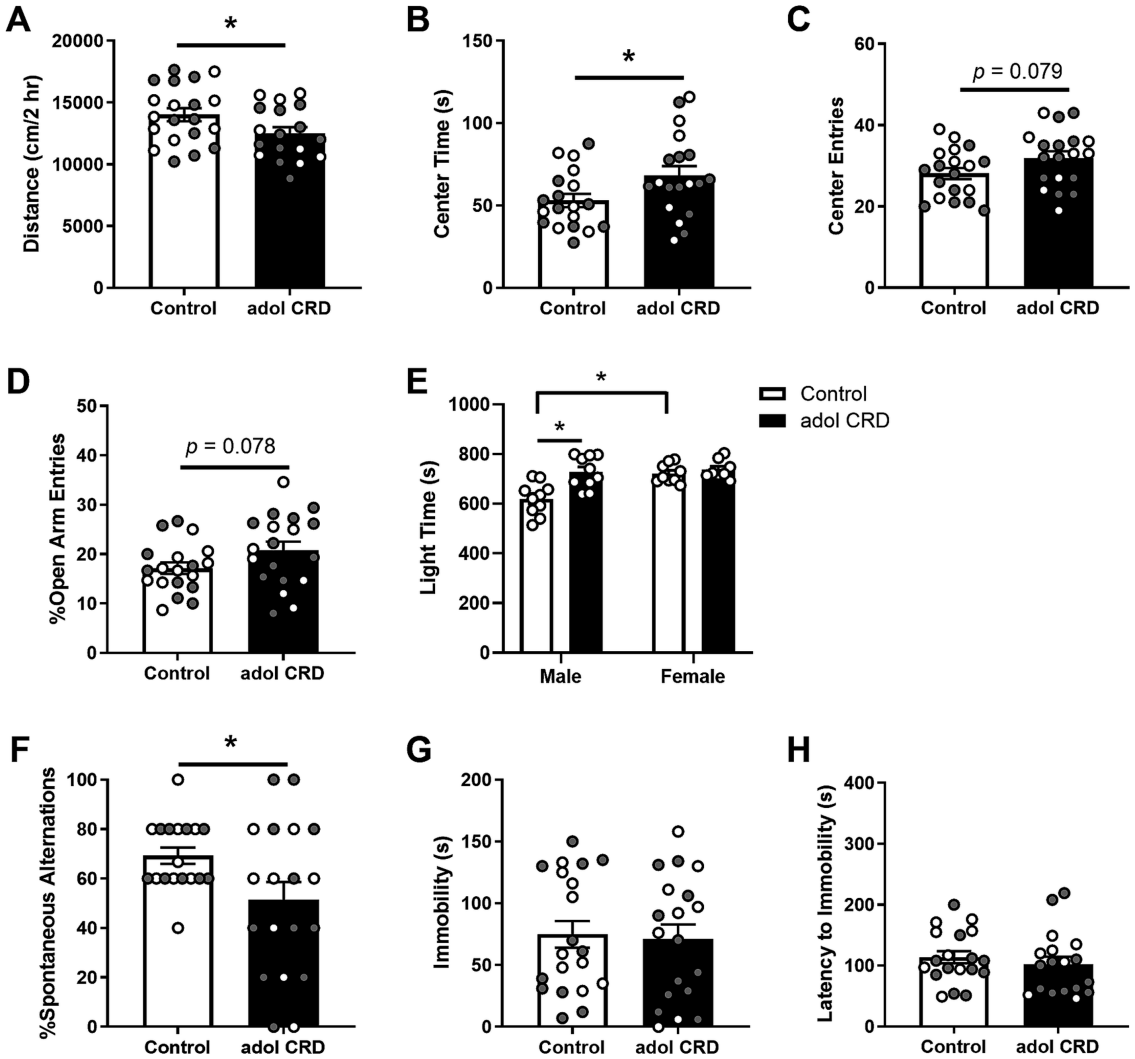
Adolescent CRD decreased locomotor activity in a novel environment **(A)**. Adolescent CRD tended to increase exploratory drive in the open field **(B,C)**, EPM **(D)**, and LD box **(E)**. Furthermore, adolescent CRD decreased spontaneous alternations in the T-maze, a measure of spatial working memory **(F)**. There was no effect of adolescent CRD in the FST **(G,H)**. Individual data points are shown for each sample with males indicated by gray-filled circles and females by open circles. Mean ± SEM, *n* = 18–20, *p ≤ 0.05.

To determine if adolescent CRD may affect cognitive function, we assessed the behavior of adult mice with a history of adolescent CRD in the T-maze. Adolescent CRD decreased spontaneous alternations in the T-maze suggesting that adolescent CRD impairs spatial working memory (Figure 1F, *t*_(25.37)_ = 2.27, *p* = 0.032).

To assess if adolescent CRD has long-lasting effects on helplessness-like behavior, we measured behavior in the FST and observed no differences in immobility (Figure 1G, *t* < 1) or latency to immobility (Figure 1H, *t* < 1) suggesting that adolescent CRD does not alter depressive-like behavior.

### 3.2 Adult CRD does not affect exploratory drive or spatial working memory

Next, we determined if CRD during adulthood, from P62-71, has similar effects when the same amount of time (~4 wks) was given between CRD and behavior testing. For most of the behaviors tested, analysis by two-way ANOVA revealed no interactions or effects of sex (*F*s < 1; locomotion: interaction *F*_(1,38)_ = 1.50, *p* = 0.23; center entries open field: sex *F*_(1,38)_ = 2.74, *p* = 0.11; open arm entries EPM: interaction *F*_(1,40)_ = 1.45, *p* = 0.24, sex *F*_(1,40)_ = 1.81, *p* = 0.19), so data were collapsed across sex and analyzed by unpaired two-tailed *t*-tests. For center time in the open field and latency to immobility for the FST, where we did see an effect of sex and interaction respectively, the data are separated by sex.

Adult CRD had no effect on distance traveled in a 2 h locomotor test (Figure 2A, *t* < 1; Supplementary Figure 1). Analysis by two-way ANOVA revealed females overall spent more time in the center of the open field (Figure 2B, *F*_(1,39)_ = 7.56, *p* = 0.009). No effects of CRD (*F*_(1,39)_ = 1.27, *p* = 0.27) or interactions between sex and CRD (*F* < 1) were found for time spent in the center of the open field. Adult CRD also had no effect on the number of center entries in the open field (Figure 2C, *t* < 1). Furthermore, adult CRD had no effect on the percentage of open arm entries in the EPM (Figure 2D, *t* < 1) or time spent in the light side in the LD box test (Figure 2E, *t* < 1). Overall, circadian disruption in adulthood had no effect on locomotor activity or exploratory drive in adult mice that were tested ~4 wks after disruption occurred.

**Figure 2:**
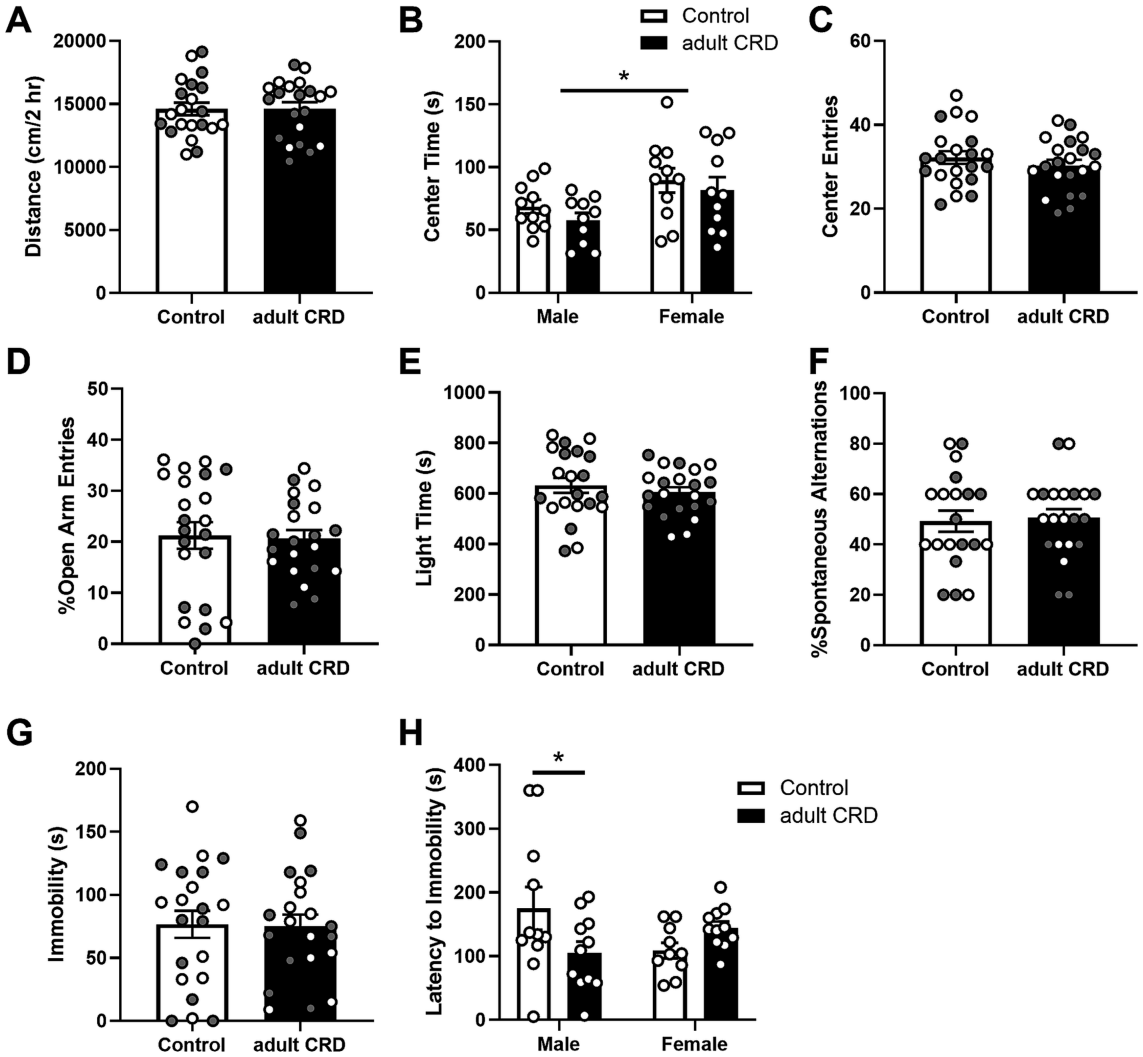
CRD during adulthood had no effect on locomotor activity in a novel environment **(A)**. Adult CRD had no effect on exploratory drive in the open field **(B,C)**, EPM **(D)**, or LD Box **(E)**. Furthermore, adult CRD had no effect on spontaneous alternations in the T-maze **(F)** or immobility in the FST **(G)**. However, adult CRD reduced latency to immobility in males in the FST **(H)**. Individual data points are shown for each sample with males indicated by gray-filled circles and females by open circles. Mean ± SEM, *n* = 20–22, *p ≤ 0.05.

Adult CRD also had no effect on spatial working memory, with no change observed in the number of spontaneous alternations in the T-maze (Figure 2F, *t* < 1).

To assess if adult CRD has lasting effects on helplessness-like behavior, we assessed behavior in the FST. Adult CRD had no effect on immobility (Figure 2G, *t* < 1). Analysis by two-way ANOVA revealed an interaction between sex and adult CRD on latency to immobility (Figure 2H, *F*_(1, 39)_ = 6.35, *p* = 0.016). There were no overall effects of sex or adult CRD (*Fs* < 1). Bonferroni test showed a reduction in latency to immobility in adult CRD males, but not females.

### 3.3 Adolescent CRD, but not adult CRD increases cocaine reward

Since increased exploratory drive or risk-taking-like behavior is associated with increased reward seeking, we then investigated if adolescent CRD specifically affects reward-related behaviors in mice. We first determined if adolescent CRD affects sucrose preference or natural reward. Here we found an interaction for the effects of sex and adolescent CRD on sucrose preference (Figure 3A, *F*_(1,49)_ = 4.87, *p* = 0.032). Post-hoc analyses revealed a trend for adolescent CRD to decrease sucrose preference in males, but adolescent CRD had no effect on sucrose preference in females. When adult mice experienced CRD and were tested ~4 wks later, sucrose preference was not altered relative to controls (Figure 3B). Analysis by two-way ANOVA revealed no effect of adult CRD or interaction (*F*s < 1), but there was a trend for decreased sucrose preference in all females relative to males (*F*_(1,26)_ = 2.99, *p* = 0.10). Overall, CRD during adolescence and adulthood seems to have a minimal effect on natural reward, with only a slight reduction in males following adolescent CRD.

**Figure 3:**
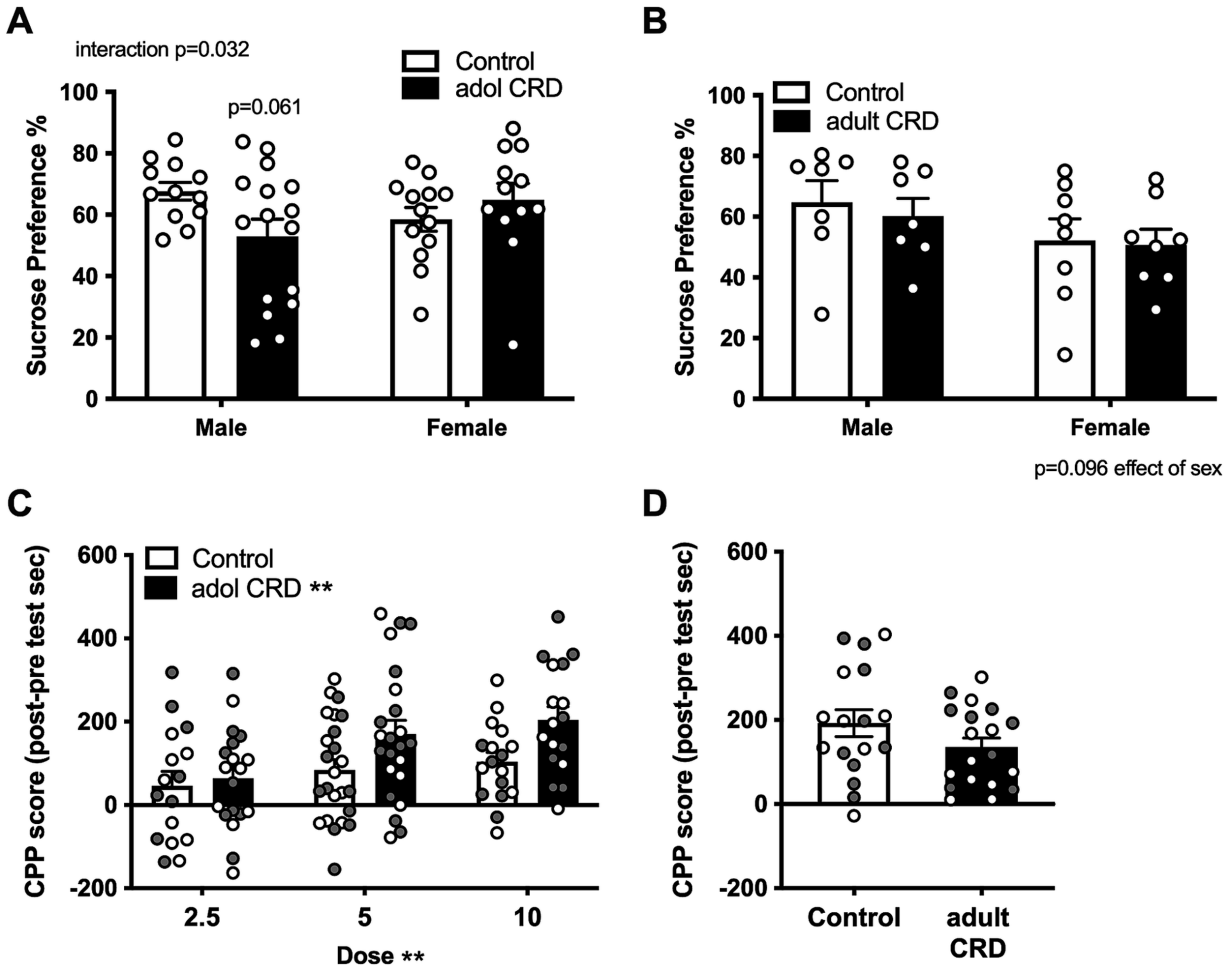
Effects of adolescent CRD and adult CRD on natural and cocaine reward. Adolescent CRD also altered sucrose preference, decreasing preference compared to controls in male mice, but not female mice **(A)**. There was no effect of adult CRD **(B)** on sucrose preference. Adolescent CRD **(C)**, but not adult CRD **(D)** increased cocaine CPP. Individual data points are shown for each sample with males indicated by gray-filled circles and females by open circles. Mean ± SEM, *n* = 12–16 for sucrose preference and 16–24 for CPP, *p ≤ 0.05.

We then investigated whether adolescent CRD and adult CRD may differentially affect drug reward by assessing cocaine CPP. Analysis by ANOVA revealed no interactions or effects of sex (*F*s < 1), so data were collapsed across sex and analyzed by a lower order ANOVA. Adolescent mice were conditioned to either 2.5, 5.0, or 10 mg/kg of cocaine. In a two-way ANOVA for effects of dose and adolescent CRD, as expected, higher cocaine doses resulted in greater CPP (Figure 3C, Effect of dose, *F*_(2, 110)_ = 5.35, *p* = 0.006). Interestingly, adolescent CRD overall increased cocaine CPP (*F*_(1, 110)_ = 7.76, *p* = 0.006). Adult mice were only conditioned to one dose of cocaine, the middle dose (5 mg/kg), since no behavioral effects had been seen thus far. CRD during adulthood had no effect on cocaine CPP at this dose (Figure 3D; *t*_(34)_ = 1.51, *p* = 0.14). Thus, adolescent CRD, but not adult CRD increased cocaine reward across sex.

### 3.4 Adolescent CRD has sex-specific effects on cocaine self-administration

Since differences in the sensitivity to cocaine reward after adolescent CRD may affect cocaine use, we then determined the effects of adolescent CRD on intravenous cocaine self-administration. For experiments assessing cocaine administration across RM (sessions, doses, or lever), data were analyzed by three-way ANOVAs for the effects of adolescent CRD, sex, and RM. If sex differences or an interaction with sex was observed, data were separated by sex and analyzed by two-way ANOVAs to better examine effects across our repeated measures (dose/session/lever).

Mice were trained to self-administer food before jugular catheters were placed to investigate whether operant conditioning is affected by adolescent CRD. A three-way ANOVA for the effects of adolescent CRD, sex, and session revealed no interactions or effect of sex (*F*s < 1), therefore sex was pooled. In a two-way ANOVA (adolescent CRD and session), all mice increased their responding for the reinforced lever as shown by an effect of session (Supplementary Figure 2, *F*_(4,376)_ = 190.1, *p* < 0.0001). We also found a trend for adolescent CRD to increase responding on the food-reinforced lever (*F*_(1,94)_ = 3.21, *p* = 0.077).

After mice recovered from jugular catheterization, they were trained to self-administer cocaine. In a three-way ANOVA, all mice acquired cocaine self-administration as shown by an increase in lever pressing across sessions (effect of session, *F*_(9,522)_ = 43.92, *p* < 0.0001). A trending effect of sex was also found (*F*_(1,58)_ = 2.78, *p* = 0.10), therefore two-way ANOVAs were performed for males and females separately. No change in cocaine self-administration was found in female adolescent CRD mice compared to controls (Figure 4A, effect of adolescent CRD *F* < 1). In males, there was a trend for an interaction between adolescent CRD and session (*F*_(9,261)_ = 1.90, *p* = 0.05). While there were no significant post-hoc effects of adolescent CRD on daily cocaine intake, this interaction suggests that male mice with a history of adolescent CRD acquire cocaine self-administration differently than controls. Interestingly, when sessions to reach criteria were quantified, a trend for an interaction was found (two-way ANOVA, adolescent CRD and sex, *F*_(1,54)_ = 3.56, *p* = 0.06). In post-hoc comparisons, female mice that were exposed to adolescent CRD reached criteria for self-administration significantly faster.

**Figure 4:**
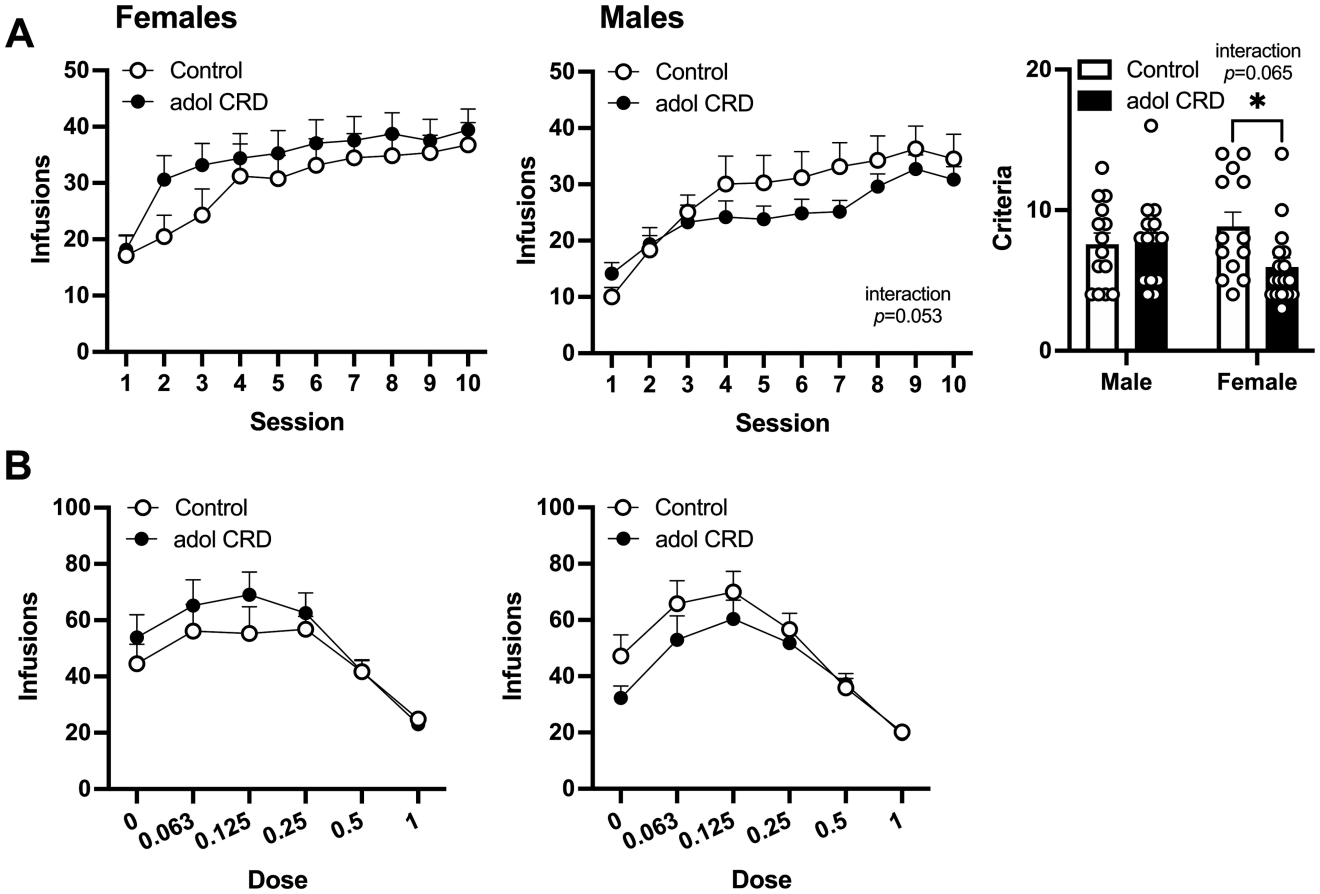
Effects of adolescent CRD on cocaine self-administration. **(A)** In females, adolescent CRD had no effect on the acquisition of cocaine self-administration (left). There was a trend for an interaction between the effects of adolescent CRD and session on the acquisition of cocaine self-administration in males (middle). Females with adolescent CRD reached the criteria for cocaine self-administration faster than controls (right). **(B)** Control and adolescent CRD female and male mice self-administered cocaine similarly in a dose–response curve. Mean ± SEM, *n* = 13–18, *p ≤ 0.05.

Following acquisition, a dose–response curve was used to measure the reinforcing properties of cocaine. Analysis by three-way ANOVA revealed an interaction between the effects of dose, sex and adolescent CRD (*F*_(5,285)_ = 2.38, *p* = 0.039). When analyzed separately, two-way ANOVAs did not reveal any significant effects of adolescent CRD within females (*F* < 1) or males (*F*_(1,29)_ = 1.05, *p* = 0.32) (Figure 4B). However, the three-way interaction above suggests that male and female mice have distinct responses to adolescent CRD in the context of a dose–response curve.

Next, we assessed the effects of adolescent CRD on motivation for cocaine by determining the breakpoint ratio for responding during a progressive ratio schedule of reinforcement for three different doses of cocaine. A three-way ANOVA revealed a trending interaction between sex and adolescent CRD (*F*_(1,39)_ = 3.10, *p* = 0.09). In females, we found a significant interaction between the effects of cocaine dose and adolescent CRD (two-way ANOVA, Figure 5A, *F*_(2,38)_ = 3.44, *p* = 0.042), however no significant post-hoc comparisons were identified within any individual dose. For males, a trend was observed for an effect of adolescent CRD (*F*_(1,21)_ = 2.92, *p* = 0.10) with a decrease in breakpoint ratio, or motivation, in mice previously exposed to adolescent CRD.

**Figure 5:**
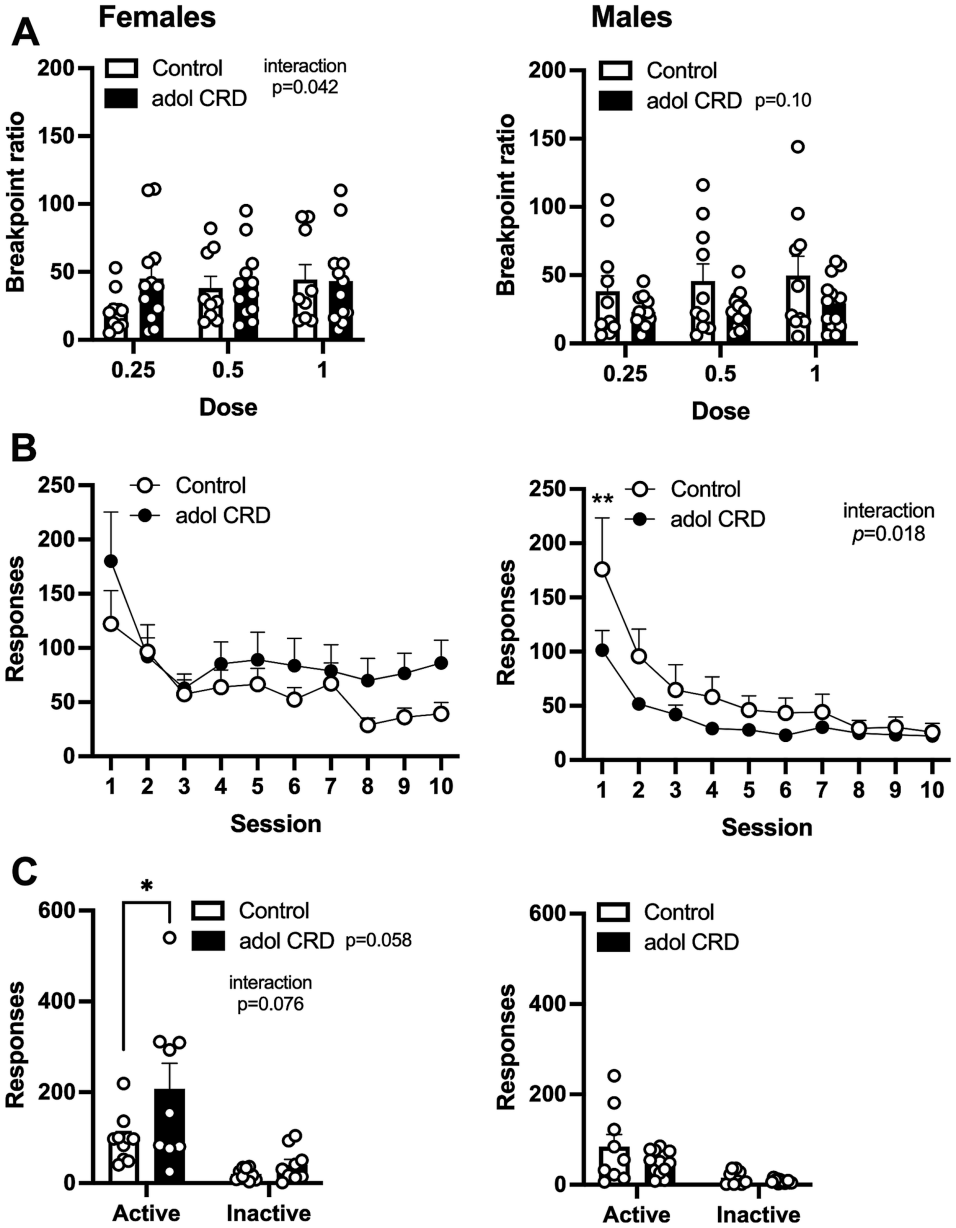
Effects of adolescent CRD on motivation, extinction, and cue-induced reinstatement. **(A)** There was a significant interaction between the effects of adolescent CRD and dose for motivation (breakpoint ratio) to self-administer cocaine in females, but no significant post-hocs were found (left). In males, there was a trend for adolescent CRD to reduce motivation to self-administer cocaine (right). **(B)** There was no effect of adolescent CRD on responding during extinction in female mice (left), while male mice with a history of CRD had reduced extinction responding (right). **(C)** For cue-induced reinstatement, responding was increased on the previously active lever in females with adolescent CRD (left), but no effect was found in males (right). Mean ± SEM, *n* = 9–13, *p ≤ 0.05.

We then assessed extinction and cue-induced reinstatement. In a three-way ANOVA, all mice extinguished responding as shown by a decrease in lever pressing across sessions when cocaine and cocaine-associated cues were withheld (Figure 5B, effect of session, *F*_(9,351)_ = 31.57, *p* < 0.0001). We also found a trending interaction between the effects of session, sex, and adolescent CRD (*F*_(9,351)_ = 1.79, *p* = 0.07). In females, adolescent CRD had no effect on extinction (two-way ANOVA, *F*_(1,19)_ = 1.15, *p* = 0.30), but in males, we observed an interaction between the effects of adolescent CRD and session (*F*_(9,180)_ = 2.30, *p* = 0.018). Males exposed to adolescent CRD responded less on the first session of extinction, compared to controls, indicating a possible decrease in frustrative non-reward or perseverative behavior on the previously active lever.

When we re-introduced the previously cocaine-associated cues, in the continued absence of intravenous cocaine, all mice exhibited cue-induced reinstatement by pressing the previously active lever more than the previously inactive lever (three-way ANOVA, main effect of lever, *F*_(1,37)_ = 49.65, *p* < 0.0001). Importantly, we also found a three-way interaction between lever, adolescent CRD and sex (Figure 5C, *F*_(1,37)_ = 5.38, *p* = 0.03). In subsequent two-way ANOVAs, there was an interaction between the effects of adolescent CRD and lever in females (*F*_(1,17)_ = 3.57, *p* = 0.08) as well as a trend for an overall effect of adolescent CRD (*F*_(1,17)_ = 4.12, *p* = 0.06). Female mice exposed to adolescent CRD showed an increase in cue-induced reinstatement, as shown by increased responding on the active lever, compared to controls. In males, there was no effect of adolescent CRD on cue-induced reinstatement (*F*_(1,20)_ = 2.50, *p* = 0.13).

Although some behavioral differences were small, and we identified many trending effects, these changes taken together suggest phenotypic changes after adolescent CRD. Overall, males with adolescent CRD tended to respond less for intravenous cocaine, with less motivation and reduced responding during extinction, while females with adolescent CRD tended to respond more, and faster, for intravenous cocaine and exhibited an increase in cue-induced reinstatement.

### 3.5 Adolescent CRD sex-dependently alters gene expression in the SCN

These studies have shown that adolescent CRD alters behavior related to risk-taking, reward, and cocaine self-administration. These adolescent CRD-induced behavioral changes could be caused by lasting changes in gene expression in circadian or reward-related brain regions. 

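RNA from punches of the SCN, NAc and PFC taken at ZT6 was sequenced, and the authors deposited the counts of each gene without normalization. The reads had been aligned to Ensembl GRCm38 with HISAT2 and counted with HTSeq in union mode. There were 62 libraries from 26 mice, with 19 libraries from the SCN, 26 from the NAc and 17 from the PFC. The labels give the region and a number for each mouse, but not whether a mouse was a control or a CRD mouse, nor its sex. The labels' protocol speaks of mice exposed to CRD in adolescence and of mice exposed as adults, while the paper's methods for this tissue name adolescent CRD alone, so some libraries could belong to adult CRD mice or their controls. The sample sizes in Supplementary Table 2 sum to the number of SCN libraries but not to that of the NAc or PFC libraries. The paper's methods give a range of samples per condition, so this mismatch alone does not show that adult CRD mice were included. Without labels of group, the effect of CRD could not be computed from the counts. The total count per library ranged from 16496666 to 35389742 in the SCN, with a median of 22574686. It ranged from 28879724 to 60009482 in the NAc, with a median of 45179771, and from 31216225 to 50333579 in the PFC, with a median of 43361149. Much of this depth fell on ribosomal RNA. The mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 held 20.5% to 51.6% of the counts in the SCN (median 38.2%), 39.0% to 69.3% in the NAc (median 49.4%) and 42.0% to 59.1% in the PFC (median 46.6%). Nuclear protein-coding genes held a median of 8347729 counts per library in the SCN, 17105902 in the NAc and 18933252 in the PFC. The counts were scaled to CPM with edgeR's TMM factors for tests, correlations and gene levels, while the filter on CPM used the total counts alone. The deposited tables were scaled separately.

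**Figure D2:**
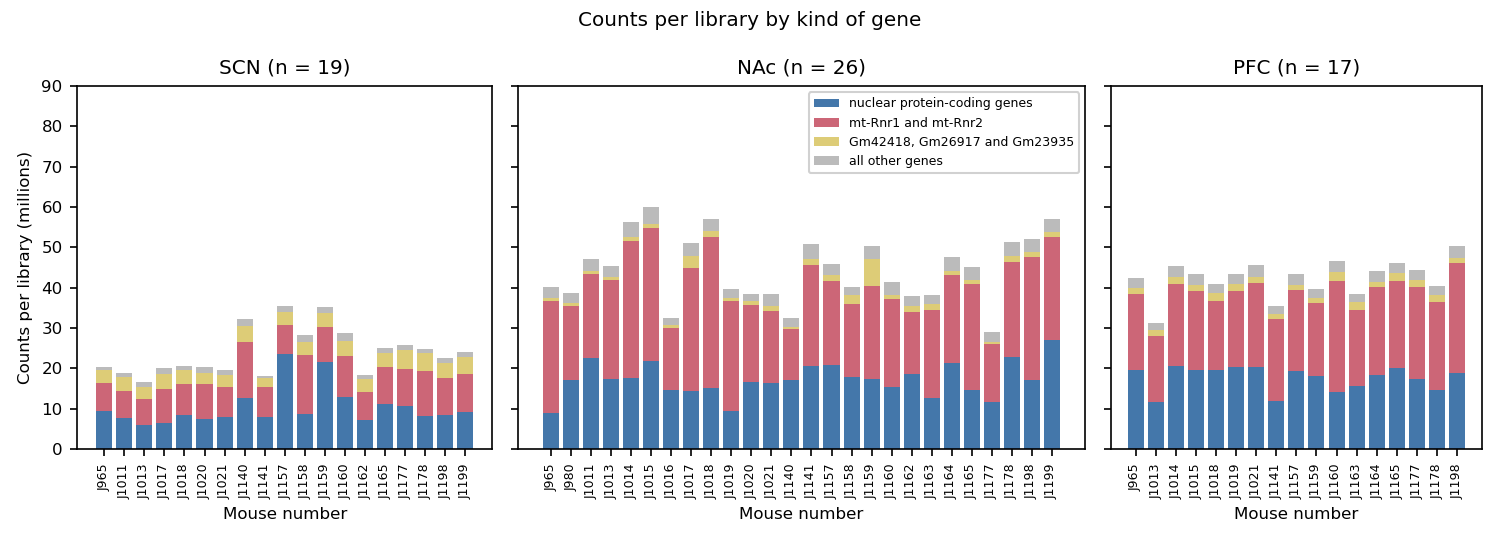
Counts per library, by mouse number, for the SCN (n = 19), NAc (n = 26) and PFC (n = 17). Bars are stacked by kind of gene; mt-Rnr1 and mt-Rnr2 hold a median of 38.2% of the counts in the SCN, 49.4% in the NAc and 46.6% in the PFC.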

Given that most of our behavior assessments were performed in the early- to mid-light phase, we investigated changes in gene expression after adolescent CRD at around that same time of day (ZT6). We used a DE analysis to examine what transcripts were altered in female and male CRD mice. We found many more DE transcripts when females and males were examined separately instead of when they are pooled (Supplementary Table 1), suggesting distinct differences in these populations. Therefore, we did our analysis in each sex individually. In the SCN, 153 and 476 (*q* < 0.05) transcripts were DE in males and females, respectively (Figure 6A). When we examined these transcripts for enriched processes, we identified pathways in females involved in translation, microtubule-based movement, and membrane potential (Figure 6B). In males, we identified processes regulating circadian rhythms, intracellular signaling, immune responses and axon development as significantly enriched (Figure 6C). In the NAc and PFC at ZT6, transcripts were not DE at *q* < 0.05 in CRD mice relative to controls. We performed an exploratory analysis (Supplementary Figures 3–6) to identify potential DE transcripts in these regions at looser thresholds of *p* < 0.05 and *p* < 0.01 to investigate in future studies. See the Supplementary materials for a description of this exploratory analysis.

**Figure 6:**
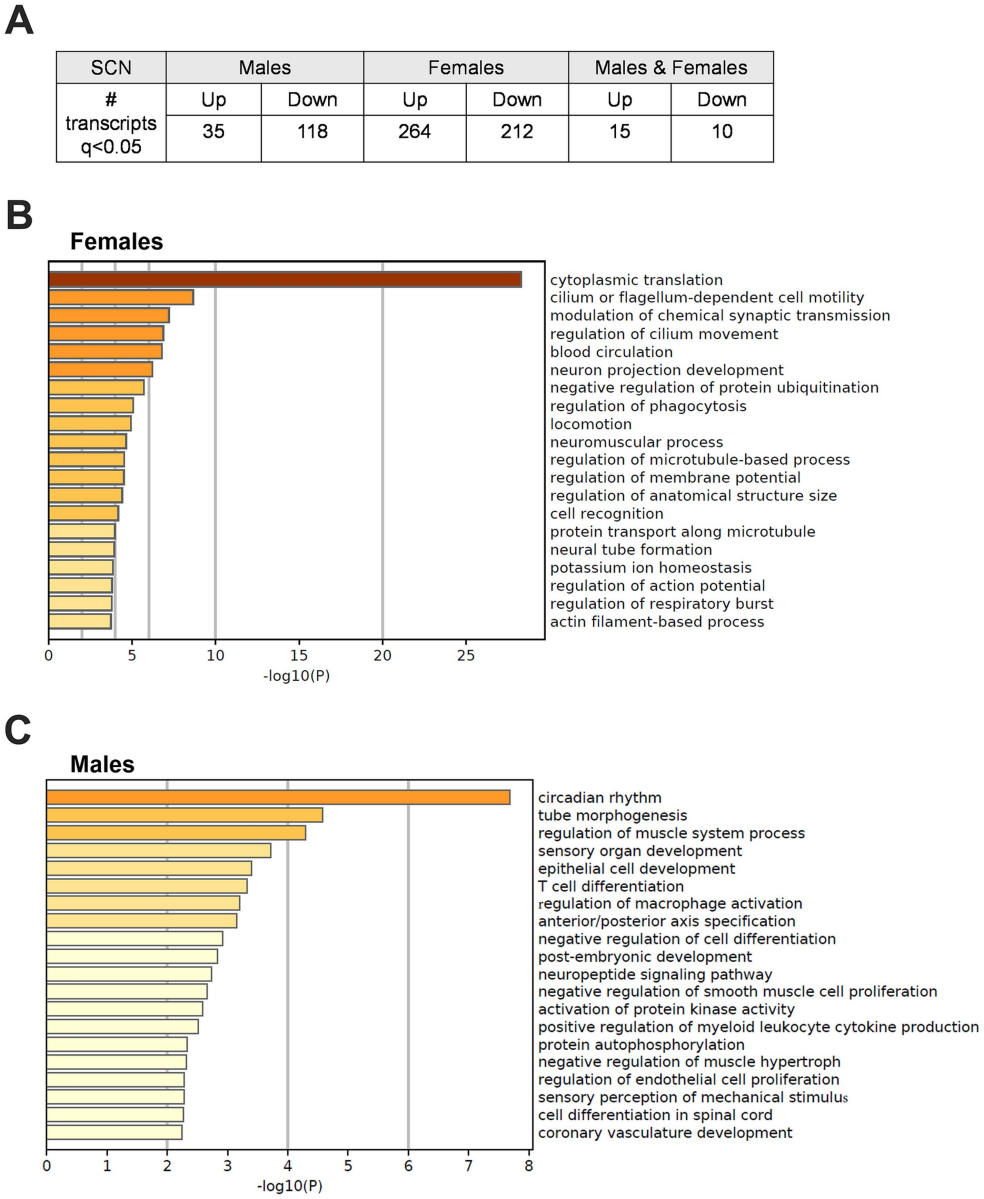
Differentially expressed transcripts following adolescent CRD in the SCN at ZT6. **(A)** Table listing the number of transcripts that are differentially expressed (DE) at ZT6 in adolescent CRD mice compared to controls in the SCN of males, females, or both combined at *q* < 0.05. **(B)** Metascape-derived heatmaps of biological processes enriched for DE transcripts (*q* < 0.05) in females and **(C)** males.

## 4 Discussion

The goal of our study was to investigate the effects of adolescent CRD on psychiatric-related behaviors and gene expression later in life. Mice exposed to 12 h shifts in the LD schedule during early adolescence (P28-37) exhibited increased exploratory drive and impaired working memory in adulthood. Mice as prey animals typically avoid open, elevated, or brightly lit areas of behavioral apparatuses, thus our findings suggest that adolescent CRD increases risk-taking behavior in mice. The persistent increase in risk-taking in adolescent CRD exposed mice relative to controls does not appear to be driven by differences in activity since disrupted mice moved less in a locomotor assay in a novel environment.

Previous studies in rodents indicate that the behavioral effects of environmentally induced CRD depend on the type of light cycle manipulation, its timing, and duration. In adult rodents, light cycle manipulations like constant light exposure or a fragmented LD schedule with more light overall, have increased exploratory drive/risk-taking behaviors in adult mice (Fonken et al., 2009; Richardson et al., 2021). Interestingly, the effects of exposing adult mice to fragmented LD schedules on risk-taking were not persistent and reverted after 2 weeks. Similarly, we did not observe persistent changes in risk-taking behaviors in adult mice tested ~4 wks after our CRD paradigm. Similar changes have been found when light cycle manipulations occur in juvenile mice. Disrupting circadian rhythms before weaning leads to increased exploratory drive and impaired working memory in adulthood (Borniger et al., 2014; Ameen et al., 2022). Some studies have found that LD cycle manipulations during adolescence alter exploratory drive in adult mice, but there have been few studies. For example, a chronic jet lag paradigm was shown to increase exploratory drive in the EPM, but this finding was specific to male Sandy mice, a line used to study aspects of schizophrenia (Cloutier et al., 2022). On the other hand, in female adolescent mice, exposure to light at night decreased exploratory drive in the open field in adulthood (Chen et al., 2021b). Here we found that 12 h shifts in the LD cycle during adolescence resulted in increased exploratory drive or risk-taking behavior in both sexes. The differences in the behavior findings in these studies may be due to differences in how phase shift paradigms and light at night during adolescence affect gene expression in the brain.

We also found that adolescent CRD impaired spatial working memory in adult mice while CRD in adulthood had no subsequent effect on spontaneous alternations in the T-maze. Interestingly, a recent study demonstrated that altering the photoperiod to model social jetlag in adolescent mice impaired novel object recognition and altered neural activity and gene expression in the hippocampus and amygdala (Bonilla et al., 2024). Similarly, exposing mice to a short-day LD cycle from gestation through P42 impaired memory and social behavior (Fang et al., 2021). Furthermore, LD cycle disturbances have been shown to alter cognitive behavior in adult rodents, but it is unclear how long impairments would last once CRD ends (Fernandez et al., 2014; Fuchs et al., 2023). Our results underscore the need for further research identifying the molecular links between CRD and different cognition behaviors across development.

Results from our group and others suggest that CRD at a critical period of development can have long-lasting effects on risky behavior and working memory in mouse models. However, more research is required to study the effects of environmental CRD on drug taking, especially for cocaine and opioids. While a few studies have shown that CRD affects drug intake, these studies have focused on alcohol and methamphetamine. For example, adolescent disruption escalates alcohol intake in adulthood, when animals have had prior exposure to alcohol (Gonzalez et al., 2023). CRD has also been shown to increase alcohol intake in adolescents (Gamsby et al., 2017) and increase methamphetamine consumption in adult rats pre-exposed to methamphetamine (Doyle et al., 2015). These studies confirm that CRD can significantly affect drug taking, but whether these effects transfer to other drugs of abuse and are exacerbated if disruption occurs before adulthood is not well understood.

We began to answer these questions here. In addition to studying exploratory behaviors, we measured cocaine reward and intake using cocaine CPP and intravenous cocaine self-administration, respectively. We found that adolescent CRD persistently increased cocaine preference in adulthood, and sex-specifically altered intravenous cocaine self-administration. Female adolescent CRD mice showed a greater propensity to self-administer cocaine, as well as increased motivation and cue-induced reinstatement. On the other hand, male adolescent CRD mice tended to self-administer less cocaine with reduced motivation and extinction responding. These results highlight the importance of studying volitional drug intake. While females showed a persistent increase in risky behavior across measures (exploratory drive, CPP and self-administration), males with a history of adolescent CRD showed a divergent behavioral response. Although unexpected, it is not unusual to find opposing results between conditioned place preference and self-administration (Larson et al., 2011) as in males here. These results suggest that although exploratory behaviors are increased in all mice with adolescent CRD, this unexpectedly only carries over to an increase in cocaine self-administration in female mice. This might be due to an anhedonic-like response developing in males after adolescent CRD where volitional, reward taking, such as in sucrose preference and cocaine self-administration, is reduced.

Further, it is possible that results were caused by stress due to the CRD rather than the CRD itself. However, other studies have demonstrated that stress during adolescence has different effects on behavior in adulthood. For example, chronic unpredictable stress during adolescence did not affect locomotor sensitization to amphetamine during adulthood (Kabbaj et al., 2002). Interestingly, other studies of sensitization following adolescence stress exposure reported similar findings for nicotine in males (McCormick and Ibrahim, 2007; Cruz et al., 2008). Stress during early adolescence has also been shown to increase anxiety-like behavior or reduce risk-taking-like behavior in adulthood (Albrecht et al., 2017). It is important to note that not everyone that experiences adolescent stress goes on to develop a substance use or other disorder in adulthood. Therefore, it is essential to continue investigating different forms of adverse experiences during development to determine their specific impact.

To identify possible mechanisms by which CRD during adolescence affects behaviors later in life, we measured gene expression in brain regions relevant to circadian rhythms, mood, and reward, including the SCN, PFC, and NAc. Since we found sex-specific effects on drug-related behavior during the early/mid light phase, it is possible that changes at that TOD (ZT6) are driving behavioral changes. Therefore, we measured DE between control and adolescent CRD mice at ZT6 in male and female mice and found that the transcripts affected by adolescent CRD were largely distinct across sex and brain region. The SCN was particularly affected, with more DE transcripts identified at *q* < 0.05. Thus, our observed behavioral changes may be mediated by the SCN or its effects on downstream regions. Interestingly, the identified transcripts altered by CRD were non-overlapping between males and females, suggesting sex-dependent mechanisms. For example, synaptic transmission and microtubule/actin processes are enriched after CRD in females, while immune responses are especially prevalent in males. These differences could then cause further differences in downstream brain regions, including cortical or midbrain regions, possibly occurring via connections in the paraventricular nucleus (PVT).

One possible mechanism for changes downstream in the extra-SCN brain are modulations in hormone signaling, which is also a prevalent method for the SCN to synchronize rhythms in the brain and body. We found a general upregulation in processes related to peptide and hormone secretion and transport in the SCN, suggesting possible changes in important hormones, such as arginine vasopressin and corticosterone, that might affect downstream brain regions. It is important to note that downstream brain regions could also be responding to adolescent CRD independently from the SCN since the retina also transmits light information through the perihabenular nucleus of the thalamus (Fernandez et al., 2018). Further studies are needed to better understand how changes in the SCN after adolescent CRD are affecting the rest of the brain, especially the PFC and NAc.

Downstream of the SCN we observed minor changes in the NAc and PFC that did not survive false discovery rate correction. Our exploratory analysis (Supplementary material) found several interesting results, but future studies with greater sample sizes and more power will be needed to confirm the relevance of these findings. At very minimal statistical cut-offs (*p* < 0.05), we found that in the PFC, transcripts with altered gene expression are associated with the extracellular matrix and kinase signaling in both males and females. These parallel changes may emphasize how critical neural activity and structure in the PFC is during adolescence when significant structural and synaptic maturation are occuring (Bourgeois et al., 1994; Huttenlocher and Dabholkar, 1997; Gourley et al., 2012; Koss et al., 2014). We also found many sex-specific changes, which could help explain the sex differences we found in reward-related behavior. These are discussed further in the Supplementary material.

Taken together, the transcripts and enriched processes that were DE at ZT6 provide insight into how adolescent CRD might alter the SCN. We hypothesize that the SCN is directly impacted by light cycle changes and through changes in neuronal activity or neuropeptide/hormone signaling, communicates those changes to reward-related brain regions, such as the PFC and NAc. However, it is important to note that since the changes found in the PFC and NAc did not reach significance thresholds, the SCN is likely predominately affecting other brain regions, or is affecting many regions, including the PFC and NAc in parallel. Small scale changes across many cortical or midbrain regions could act in concert to change behavior.

In future studies, it will also be critical to investigate how behavior and gene expression change across the 24 h day. Diurnal rhythms in mood- and reward-related behavior are extremely common, for example motivation and drug intake peak during the dark or active phase in nocturnal rodents (Baird and Gauvin, 2000; Abarca et al., 2002; Roberts et al., 2002; Sleipness et al., 2005). Future studies might identify more pronounced behavioral effects after adolescent CRD if behavior is measured at other times.

In addition, while the CRD paradigm used here serves as a valuable model for how multiple, large disruptions to circadian rhythms during adolescence can have differential, long-lasting effects relative to adults, these 12 h LD shifts are not an environmental disruption commonly experienced by humans. Adolescents and adults experience large circadian/sleep disruptions due to school, work, and social obligations for years, not weeks and abnormal LD schedules are typically caused by indoor lighting at night and the use of electronics. In the future, more translationally relevant light paradigms could be used, such as constant light, fragmented light, or social jet lag paradigms, wherein animals are exposed to different schedules during the weekdays and weekends.

Overall, these experiments found that LD cycle disruptions persistently altered reward-related behavior, but only when disruption occurred during adolescence. Furthermore, females showed increased exploratory drive and reward-related behavior, while males showed increases in exploratory drive and cocaine preference, but reductions in volitional reward intake, such as sucrose preference and cocaine self-administration. This was the first study, to our knowledge, to measure cocaine self-administration in mice after environmental CRD. Intravenous self-administration is a highly translational behavioral model of substance use in mice and provides the best evidence of changes in propensity to abuse substances, drug taking and drug seeking in animal models. We also identified changes in gene expression after adolescent CRD in the SCN. These results emphasize how important and long-lasting the effects of CRD during adolescence are. Experiments like these are needed to identify novel intervention strategies to alleviate disruption during adolescence and new molecular targets for drug development.

## Data Availability

Raw and processed RNA-seq data presented in this study are deposited into the NCBI GEO database (accession no. GSE282275).

# Supplementary material for: Adolescent circadian rhythm disruption increases reward and risk-taking
**Source:** Front Neurosci. 2024 Dec 16;18:1478508. doi: 10.3389/fnins.2024.1478508
**Supplement:** Supplementary file 1

**Supplemental Materials**

**Exploratory RNA-seq results that did not survive false discovery rate correction**

To further explore sequencing results, particularly in the NAc and PFC where transcripts were not significantly altered after CRD under a FDR, additional exploratory analysis was used. *p* < 0.05 was used to identify transcripts and identify enriched processes. Volcano plots were used to visualize all DE transcripts at ZT6 in each brain region and sex. Volcano plots were used to choose 3 outlying DE transcripts for further investigation based on a *p*-value cutoff and/or high fold change.

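The transcripts that Supplementary Figures 3D and 3E single out in the SCN are 11 genes, since Ano3 is named for both sexes. All 11 were in the deposited SCN counts. The libraries are not labelled by CRD or sex, so the levels cover all 19 libraries and say nothing of a difference between groups. Among those the paper gives as higher after CRD, Ano3 ranged from 1.71 to 86.7 CPM with a median of 3.19 CPM, and Meis2 from 0.795 to 61.8 CPM with a median of 1.93 CPM. Tac1 ranged from 1.34 to 48.3 CPM with a median of 11.6 CPM. All 3 were highest in the same library, SCN J1199, where the letter and number are those of the mouse. Kcnq3 ranged from 11.7 to 62.8 CPM and Rgs4 from 27.3 to 95.3 CPM, and they too were highest there. Among those it gives as lower after CRD, Rgs16 ranged from 7.45 to 125 CPM with a median of 48.5 CPM, Rasl11b from 3.48 to 30.3 CPM with a median of 19.1 CPM and Vipr2 from 1.50 to 31.2 CPM with a median of 14.5 CPM. Ascc1 ranged from 14.8 to 27.9 CPM. Iqca had a median of 2.03 CPM and 1110017D15Rik a median of 1.58 CPM. In the annotation of GRCm38, Ano3 lies on chromosome 2 from 110655201 to 110950923, Rgs16 on chromosome 1 from 153740349 to 153745468 and Iqca on chromosome 1 from 90042132 to 90153401.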

In the NAc and PFC at ZT6, transcripts were not DE at q < 0.05 in CRD mice relative to controls. We performed an exploratory analysis (**Supplementary Figures 3-6**) to identify potential DE transcripts in these regions, as well as the SCN, at looser thresholds of *p* < 0.05 and *p* < 0.01 to investigate in future studies.

We found DE transcripts at ZT6: 1251, 411, and 93 (*p* < 0.05) in males in the SCN, PFC, and NAc respectively and 2058, 277 and 116 in females (**Supplemental Figure 3A**). Venn diagrams show all DE transcripts for each region within females (**Supplemental Figure 3B**) and males (**Supplemental Figure 3C)**. Similar patterns in overlap (not shown) exist in transcripts that were specifically up or downregulated in adolescent CRD mice.

The most overlapping DE transcripts in males and females after adolescent CRD were found in the SCN (186 transcripts in the SCN, 13 PFC, 3 NAc), indicating that the effects of adolescent CRD are more sex dependent in the PFC and NAc. As expected, this overlap carried over to enriched biological processes, where reported processes are only shared across sex in the SCN, but not the NAc and PFC (**Supplementary Figures 4-5**). The shared processes enriched in the SCN of males and females are largely upregulated and tend to regulate synapse function, as well as peptide and hormone secretion and transport (**Supplementary Figure 4**). Due to the number of groups investigated, we will only discuss trends in a few highly relevant, overall enriched processes.

In the SCN of females, we tended to see overall enriched processes related to synaptic neurotransmission. Synapse function (organization, structure, assembly), trans-synaptic signaling (neurotransmission, plasticity), translation and biosynthesis at the synapse, and microtubule-based movement (extracellular transport, cytoskeletal organization, intracellular transport) were all enriched. In the PFC of female mice with a history of adolescent CRD, processes involved in IL-8 production, DNA repair, axonogenesis and plasma membrane fusion/cell adhesion were enriched at ZT6 (**Supplementary Figure 5**). In the NAc, very few processes were identified (**Supplementary Figure 5**), but ion transport, calcium-mediated signaling, and catecholamine metabolism were enriched in females with adolescent CRD.

In males, in the SCN we found overall enriched processes in synapse function (organization, structure, assembly), axon development, intracellular signaling, and learning and memory. In the PFC of male mice with adolescent CRD, processes were enriched for axonogenesis, GPCR (G-protein coupled receptor) signaling, tight junction assembly and organization, Wnt signaling, and trans-synaptic signaling. In males in the NAc, DE transcripts were enriched for processes that regulate DNA recombination and protein oligomerization.

In addition to enriched processes, we selected 3 transcripts that were highly upregulated and highly downregulated after adolescent CRD in the SCN, PFC and NAc. Volcano plots were used to identify transcripts of interest (shown in green, **Supplementary Figure 6**) for each brain region and sex. Heatmaps of z-scores in expression were used to visualize differences in expression in control and CRD animals **(Supplementary Figure 3)**. Overall, in the SCN, DE genes in male and female mice with adolescent CRD encode ion channels and neuropeptides, as well as GTPase activating proteins, which are found only in males. In the PFC, females had DE transcripts that encode extracellular matrix proteins and proteins that regulate kinase activity, while DE transcripts in male adolescent CRD mice include ribosomal transcripts and peptides. Lastly, in the NAc of female CRD mice, DE genes were mostly involved with DNA structure and function, while DE genes in males were ion channels and genes that regulate immune responses.

In our exploratory analysis, we observed many changes in the NAc and PFC (DE p < 0.05), which could contribute to altered behavior following adolescent CRD. In the PFC, transcripts with altered gene expression are associated with the extracellular matrix and kinase signaling in both males and females in the PFC. These parallel changes emphasize how critical neural activity and structure in the PFC is during adolescence. Adolescence is a critical period defined by significant structural and synaptic maturation, including proliferation, pruning and stabilization of synapses and dendritic spines in the PFC (Bourgeois et al., 1994; Huttenlocher and Dabholkar, 1997; Gourley et al., 2012; Koss et al., 2014). It is believed that this reorganization opens a window of vulnerability to insults during adolescence, especially for the development of psychiatric disorders. Our exploratory findings suggest that adolescent CRD may alter structural remodeling in the PFC, which has long-term effects on PFC activity and signaling and in turn contributes to altered reward-related behavior later in life.

In the PFC and NAc, we also found more sex-specific changes in gene expression after adolescent CRD at ZT6 than in the SCN. This could help explain the sex differences we found in reward-related behavior, since there was almost no overlap in DE transcripts and enriched processes. More specifically, many enriched processes are identified in both the NAc and PFC that regulate signaling and activity, but these are not found in every sex and region. In females, gene expression changes in the PFC after adolescent CRD suggest alterations in kinase signaling, immune responses and extracellular matrix functions, while in the NAc females have enriched processes that are specific to signaling mechanisms (calcium signaling, ion transport, catecholamine metabolism). These changes could be contributing to increased reward and drug taking in females with adolescent CRD. In male mice, changes in gene expression after adolescent CRD similarly suggest altered immune responses, kinase signaling and synapse organization (dendrite and dendritic spine development). However, DE transcripts in males also specifically regulate glutamatergic, GABAergic, GPCR, Wnt and trans-synaptic signaling after adolescent CRD in the PFC, but not the NAc. These results could explain why males show more exploratory drive or risk-taking behavior in concert with a more anhedonic-like phenotype, with less sucrose consumption and less cocaine-taking behaviors, since anhedonia is often found in mood disorders, which are highly relevant to the PFC (Heshmati and Russo, 2015; Hare and Duman, 2020; Otsuka et al., 2020; Codeluppi et al., 2023).

**References**

Bourgeois, J.-P., Goldman-Rakic, P. S., and Rakic, P. (1994). Synaptogenesis in the Prefrontal Cortex of Rhesus Monkeys. *Cereb. Cortex* 4, 78–96. doi: 10.1093/cercor/4.1.78

Codeluppi, S. A., Xu, M., Bansal, Y., Lepack, A. E., Duric, V., Chow, M., et al. (2023). Prefrontal cortex astroglia modulate anhedonia-like behavior. *Mol. Psychiatry* 28, 4632–4641. doi: 10.1038/s41380-023-02246-1

Gourley, S. L., Olevska, A., Warren, M. S., Taylor, J. R., and Koleske, A. J. (2012). Arg Kinase Regulates Prefrontal Dendritic Spine Refinement and Cocaine-Induced Plasticity. *J. Neurosci.* 32, 2314–2323. doi: 10.1523/JNEUROSCI.2730-11.2012

Hare, B. D., and Duman, R. S. (2020). Prefrontal cortex circuits in depression and anxiety: contribution of discrete neuronal populations and target regions. *Mol. Psychiatry* 25, 2742–2758. doi: 10.1038/s41380-020-0685-9

Heshmati, M., and Russo, S. J. (2015). Anhedonia and the Brain Reward Circuitry in Depression. *Curr. Behav. Neurosci. Rep.* 2, 146–153. doi: 10.1007/s40473-015-0044-3

Huttenlocher, P. R., and Dabholkar, A. S. (1997). Regional differences in synaptogenesis in human cerebral cortex. *J. Comp. Neurol.* 387, 167–178. doi: 10.1002/(SICI)1096-9861(19971020)387:2<167::AID-CNE1>3.0.CO;2-Z

Koss, W. A., Belden, C. E., Hristov, A. D., and Juraska, J. M. (2014). Dendritic remodeling in the adolescent medial prefrontal cortex and the basolateral amygdala of male and female rats. *Synapse* 68, 61–72. doi: 10.1002/syn.21716

Otsuka, T., Thi Le, H., Kohsaka, A., Sato, F., Ihara, H., Nakao, T., et al. (2020). Adverse Effects of Circadian Disorganization on Mood and Molecular Rhythms in the Prefrontal Cortex of Mice. *Neuroscience* 432, 44–54. doi: 10.1016/j.neuroscience.2020.02.013

**Supplementary Figures**

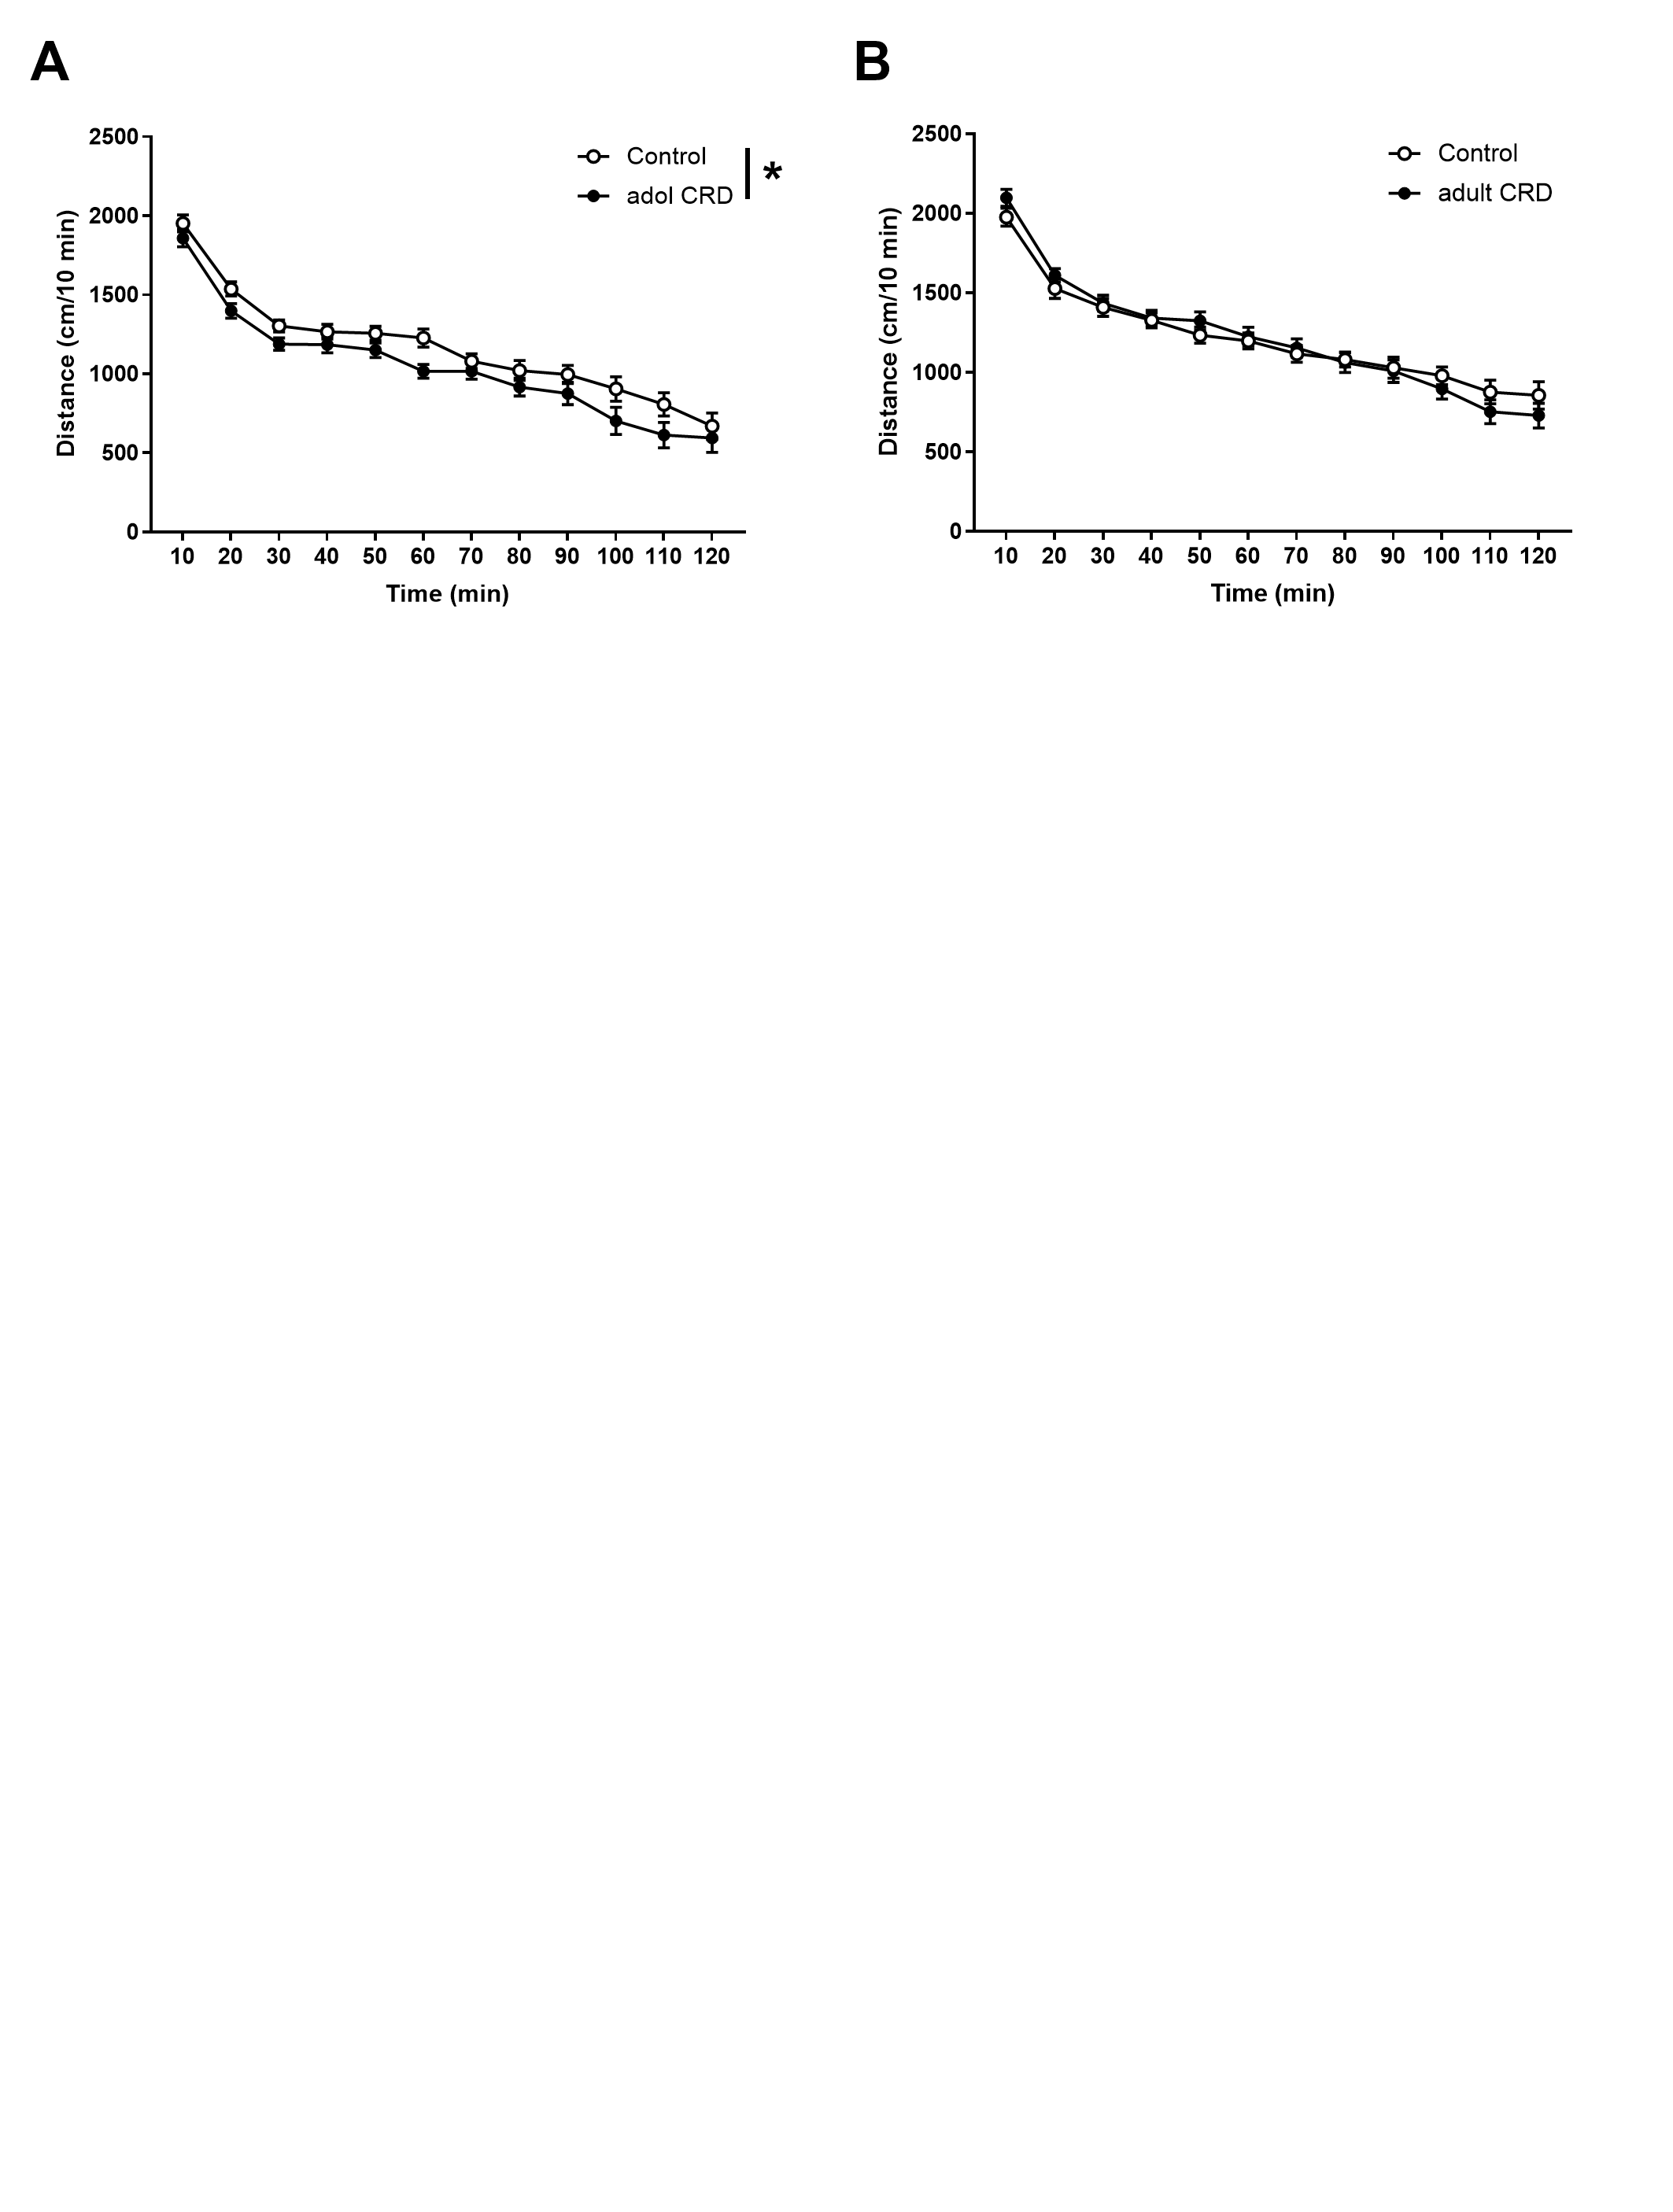

**Supplementary Figure 1**. Locomotor response to novelty across 10 min bins during a 2-hour test in adolescent CRD **(A)** and adult CRD animals **(B)**. We found a main effect of adolescent CRD but no interaction (main effect of adolescent CRD, *F*_(1, 36)_ = 4.28, *p* = 0.046, interaction time x adolescent CRD *F*_(11, 396)_ = 0.66, *p* = 0.78). We found no effect of adult CRD and a trend for an interaction (main effect of adult CRD, *F*_(1, 40)_ = 0.0011, *p* = 0.97, interaction time x adult CRD *F*_(11, 440)_ = 1.63, *p* = 0.089). Bonferroni post-hoc tests comparing control and adult CRD mice at each time bin were not significant. Mean ± SEM, n = 20-22.

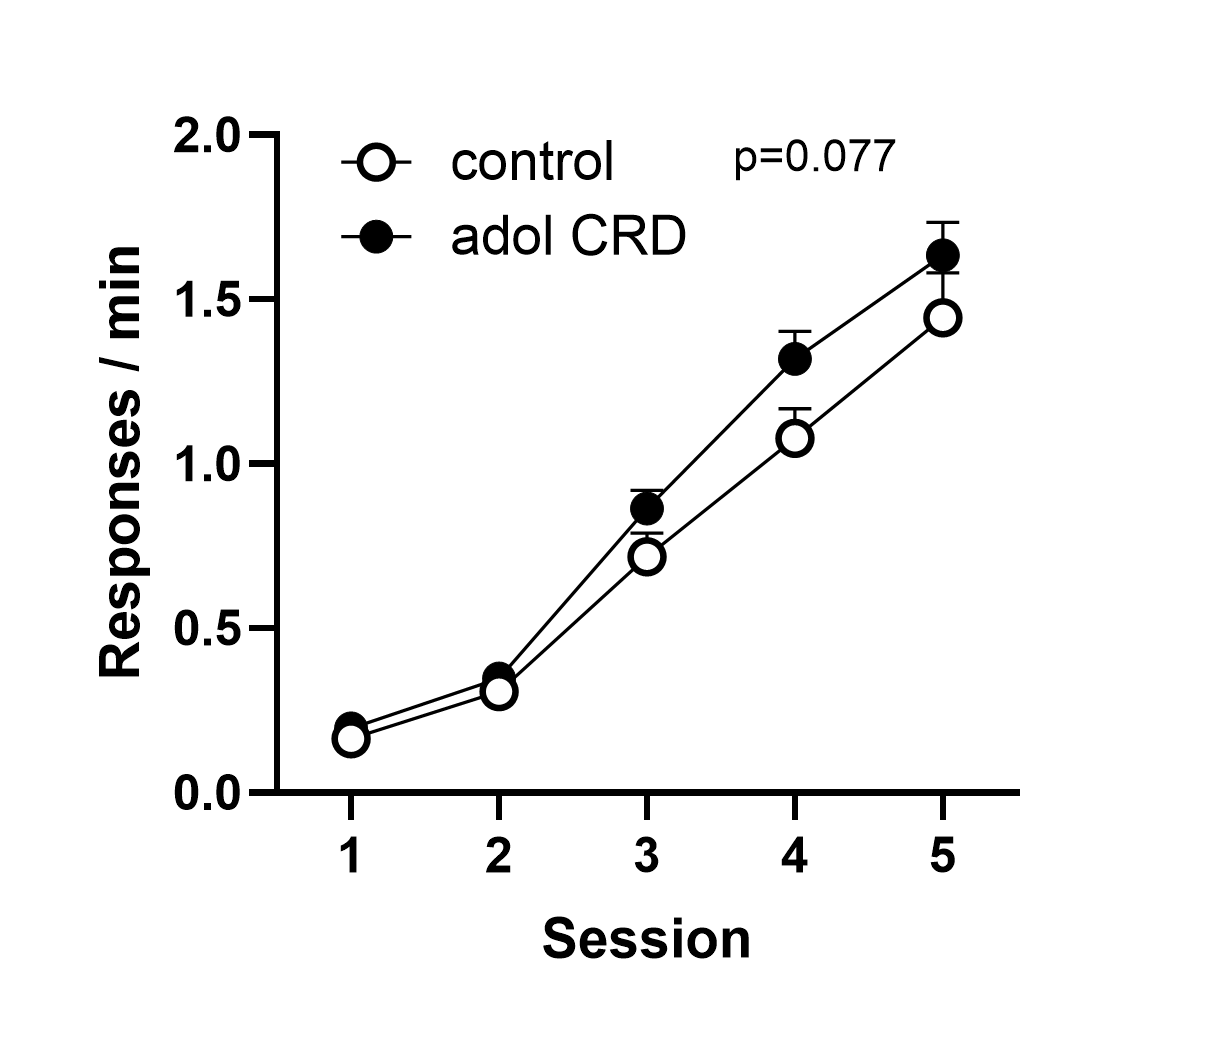

**Supplementary Figure 2**. Food self-administration prior to jugular catheterization. There was a trend for adolescent CRD to increase responding on the food reinforced lever.

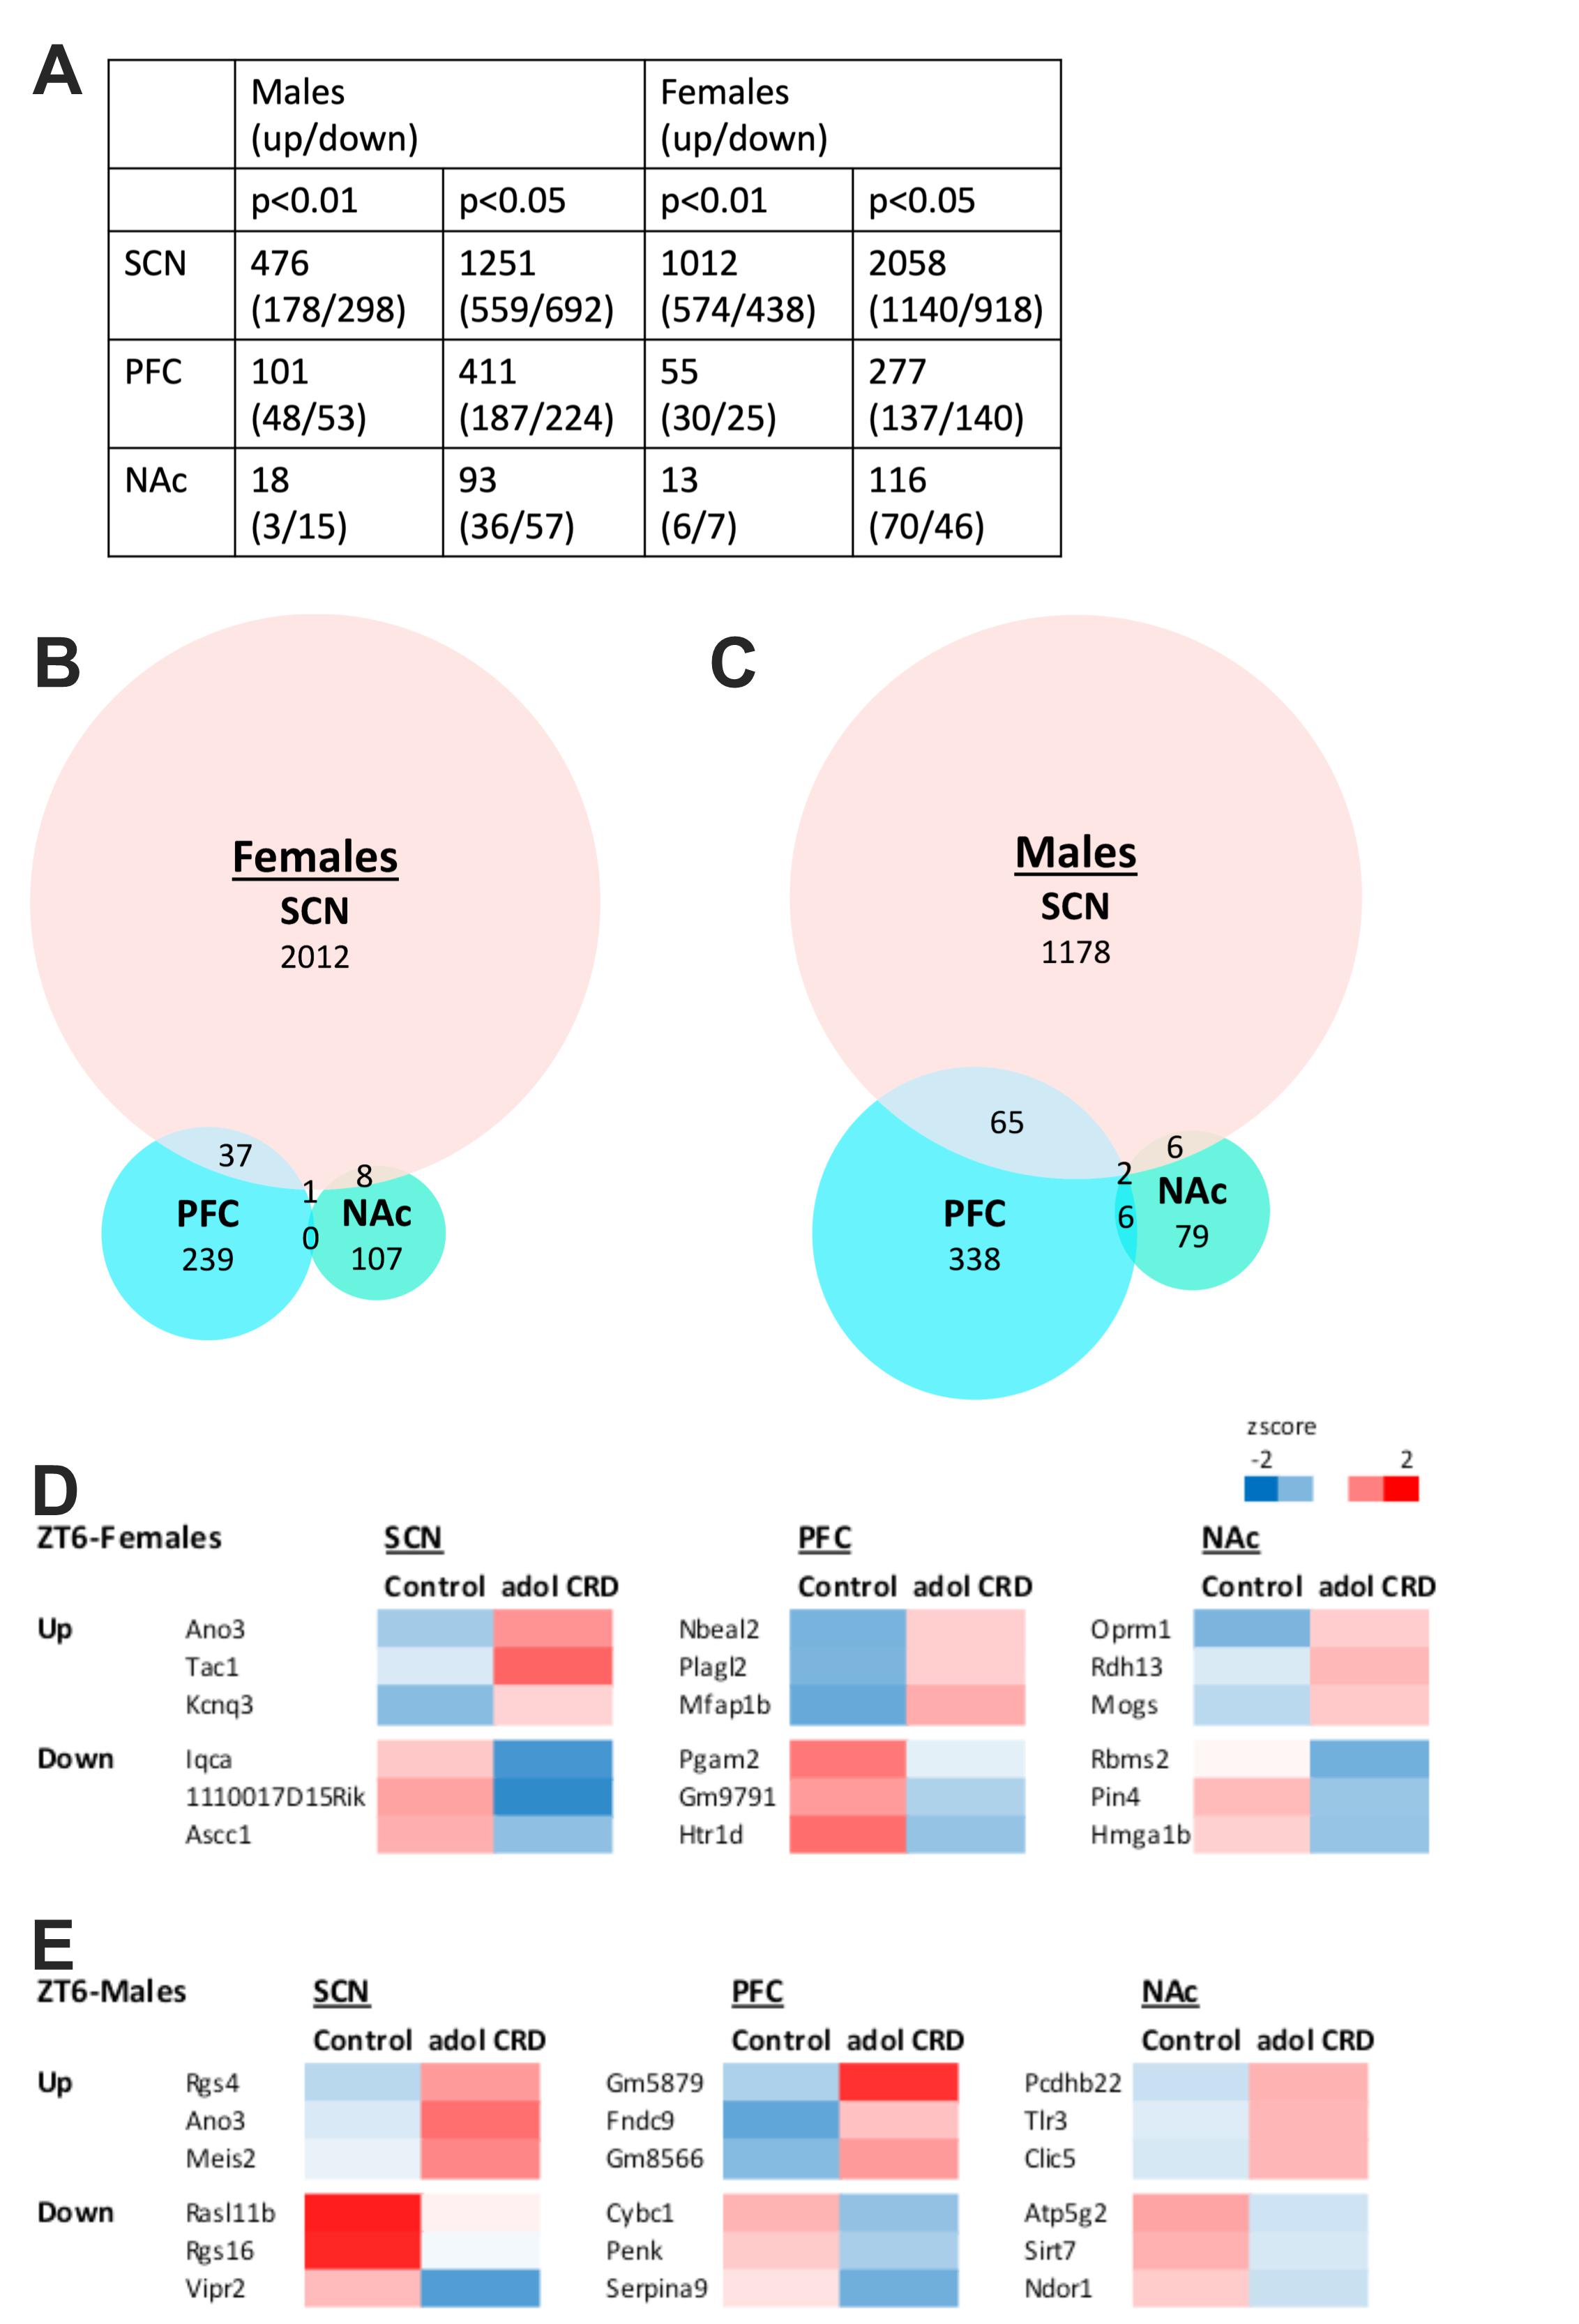

**Supplementary Figure 3**. Differentially expressed transcripts in adolescent CRD mice vary depending on brain region and sex at ZT6. Table listing the number of transcripts that are differentially expressed (DE) at ZT6 in adolescent CRD mice compared to controls in the SCN, PFC and NAc. DE transcripts at ZT6 are shown, with up and downregulated transcripts listed underneath in brackets **(A)**. Venn diagrams show how DE transcripts (*p* < 0.05) overlap across brain region in females **(B)** and males **(C)**. Heat maps of z-scores show patterns of gene expression in control and adolescent CRD mice for 3 of the most up and downregulated transcripts at ZT6 in females **(D)** and males **(E)**. Transcripts were chosen as outlying transcripts in volcano plots (Supplementary Figure 5).

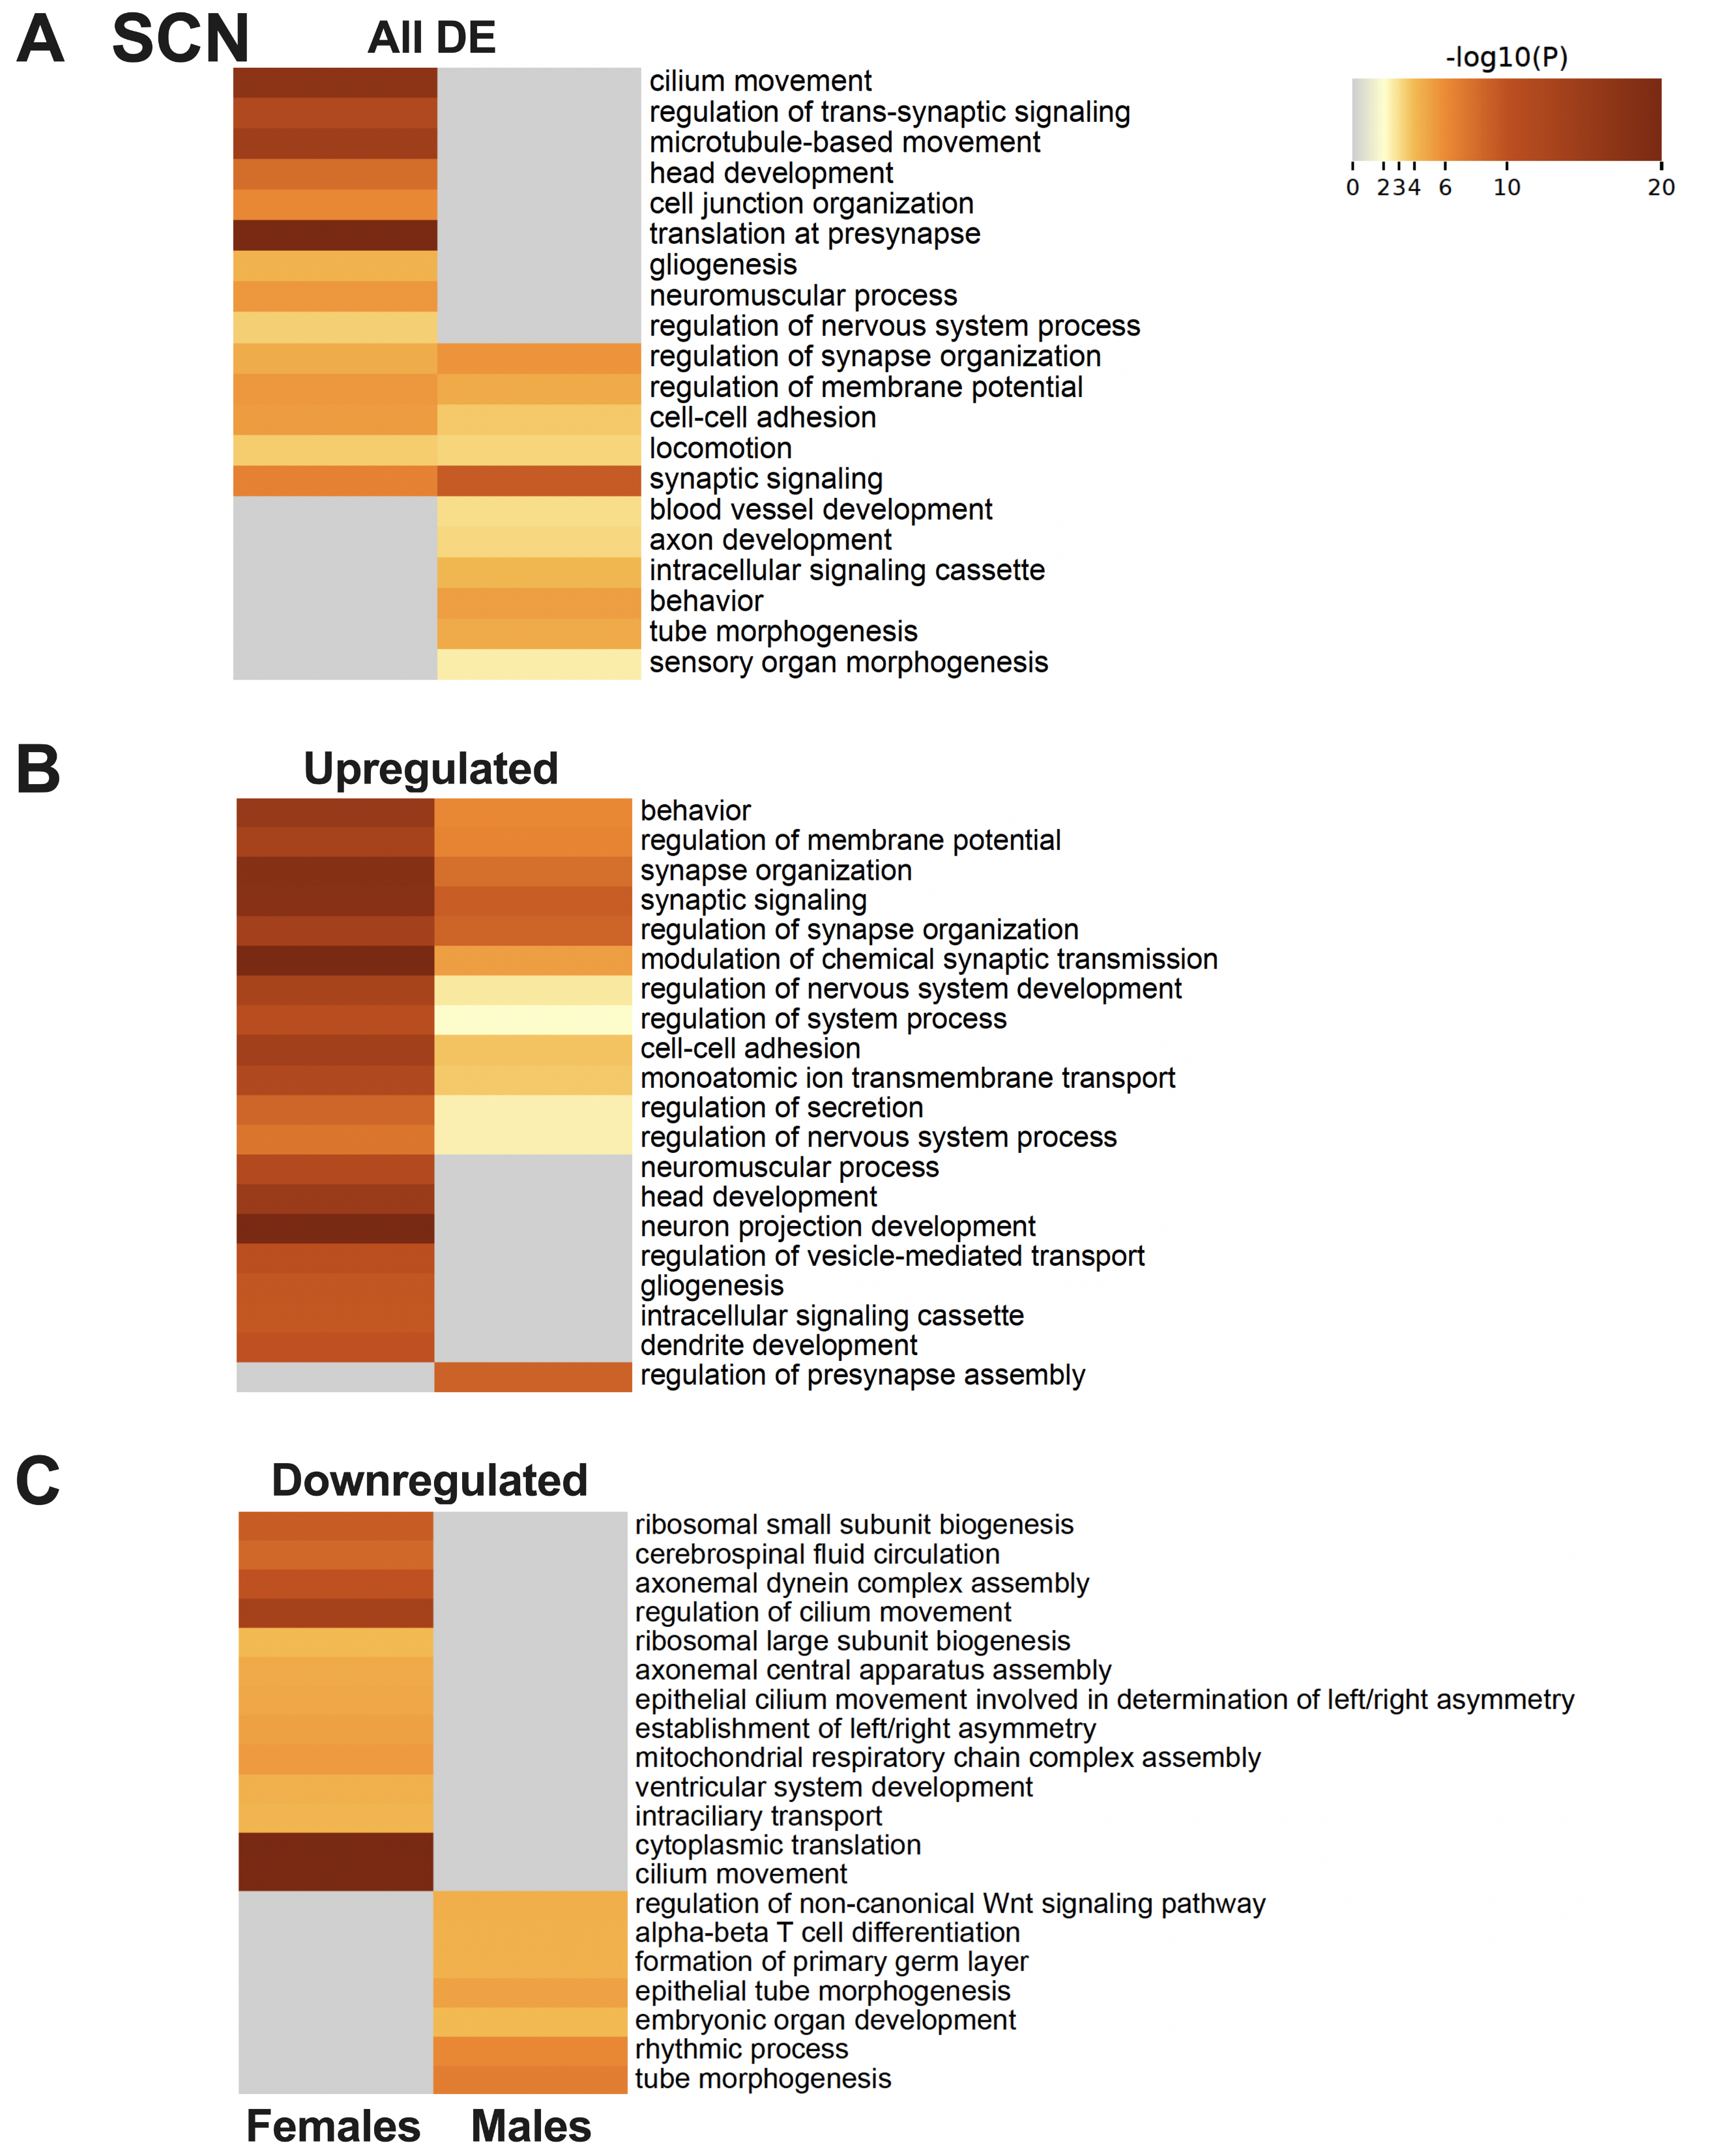

**Supplementary Figure 4.** The top 20 enriched biological processes are shown for all differentially expressed transcripts in the SCN after adolescent CRD **(A).** Enriched biological processes are also shown for transcripts that are upregulated **(B)** and downregulated **(C)** in mice with adolescent CRD compared to controls in the SCN at ZT6. Throughout, enriched processes are shown for male and female mice, with overlap when appropriate, and the significance of these processes is shown as a heatmap for –log10(p-value).

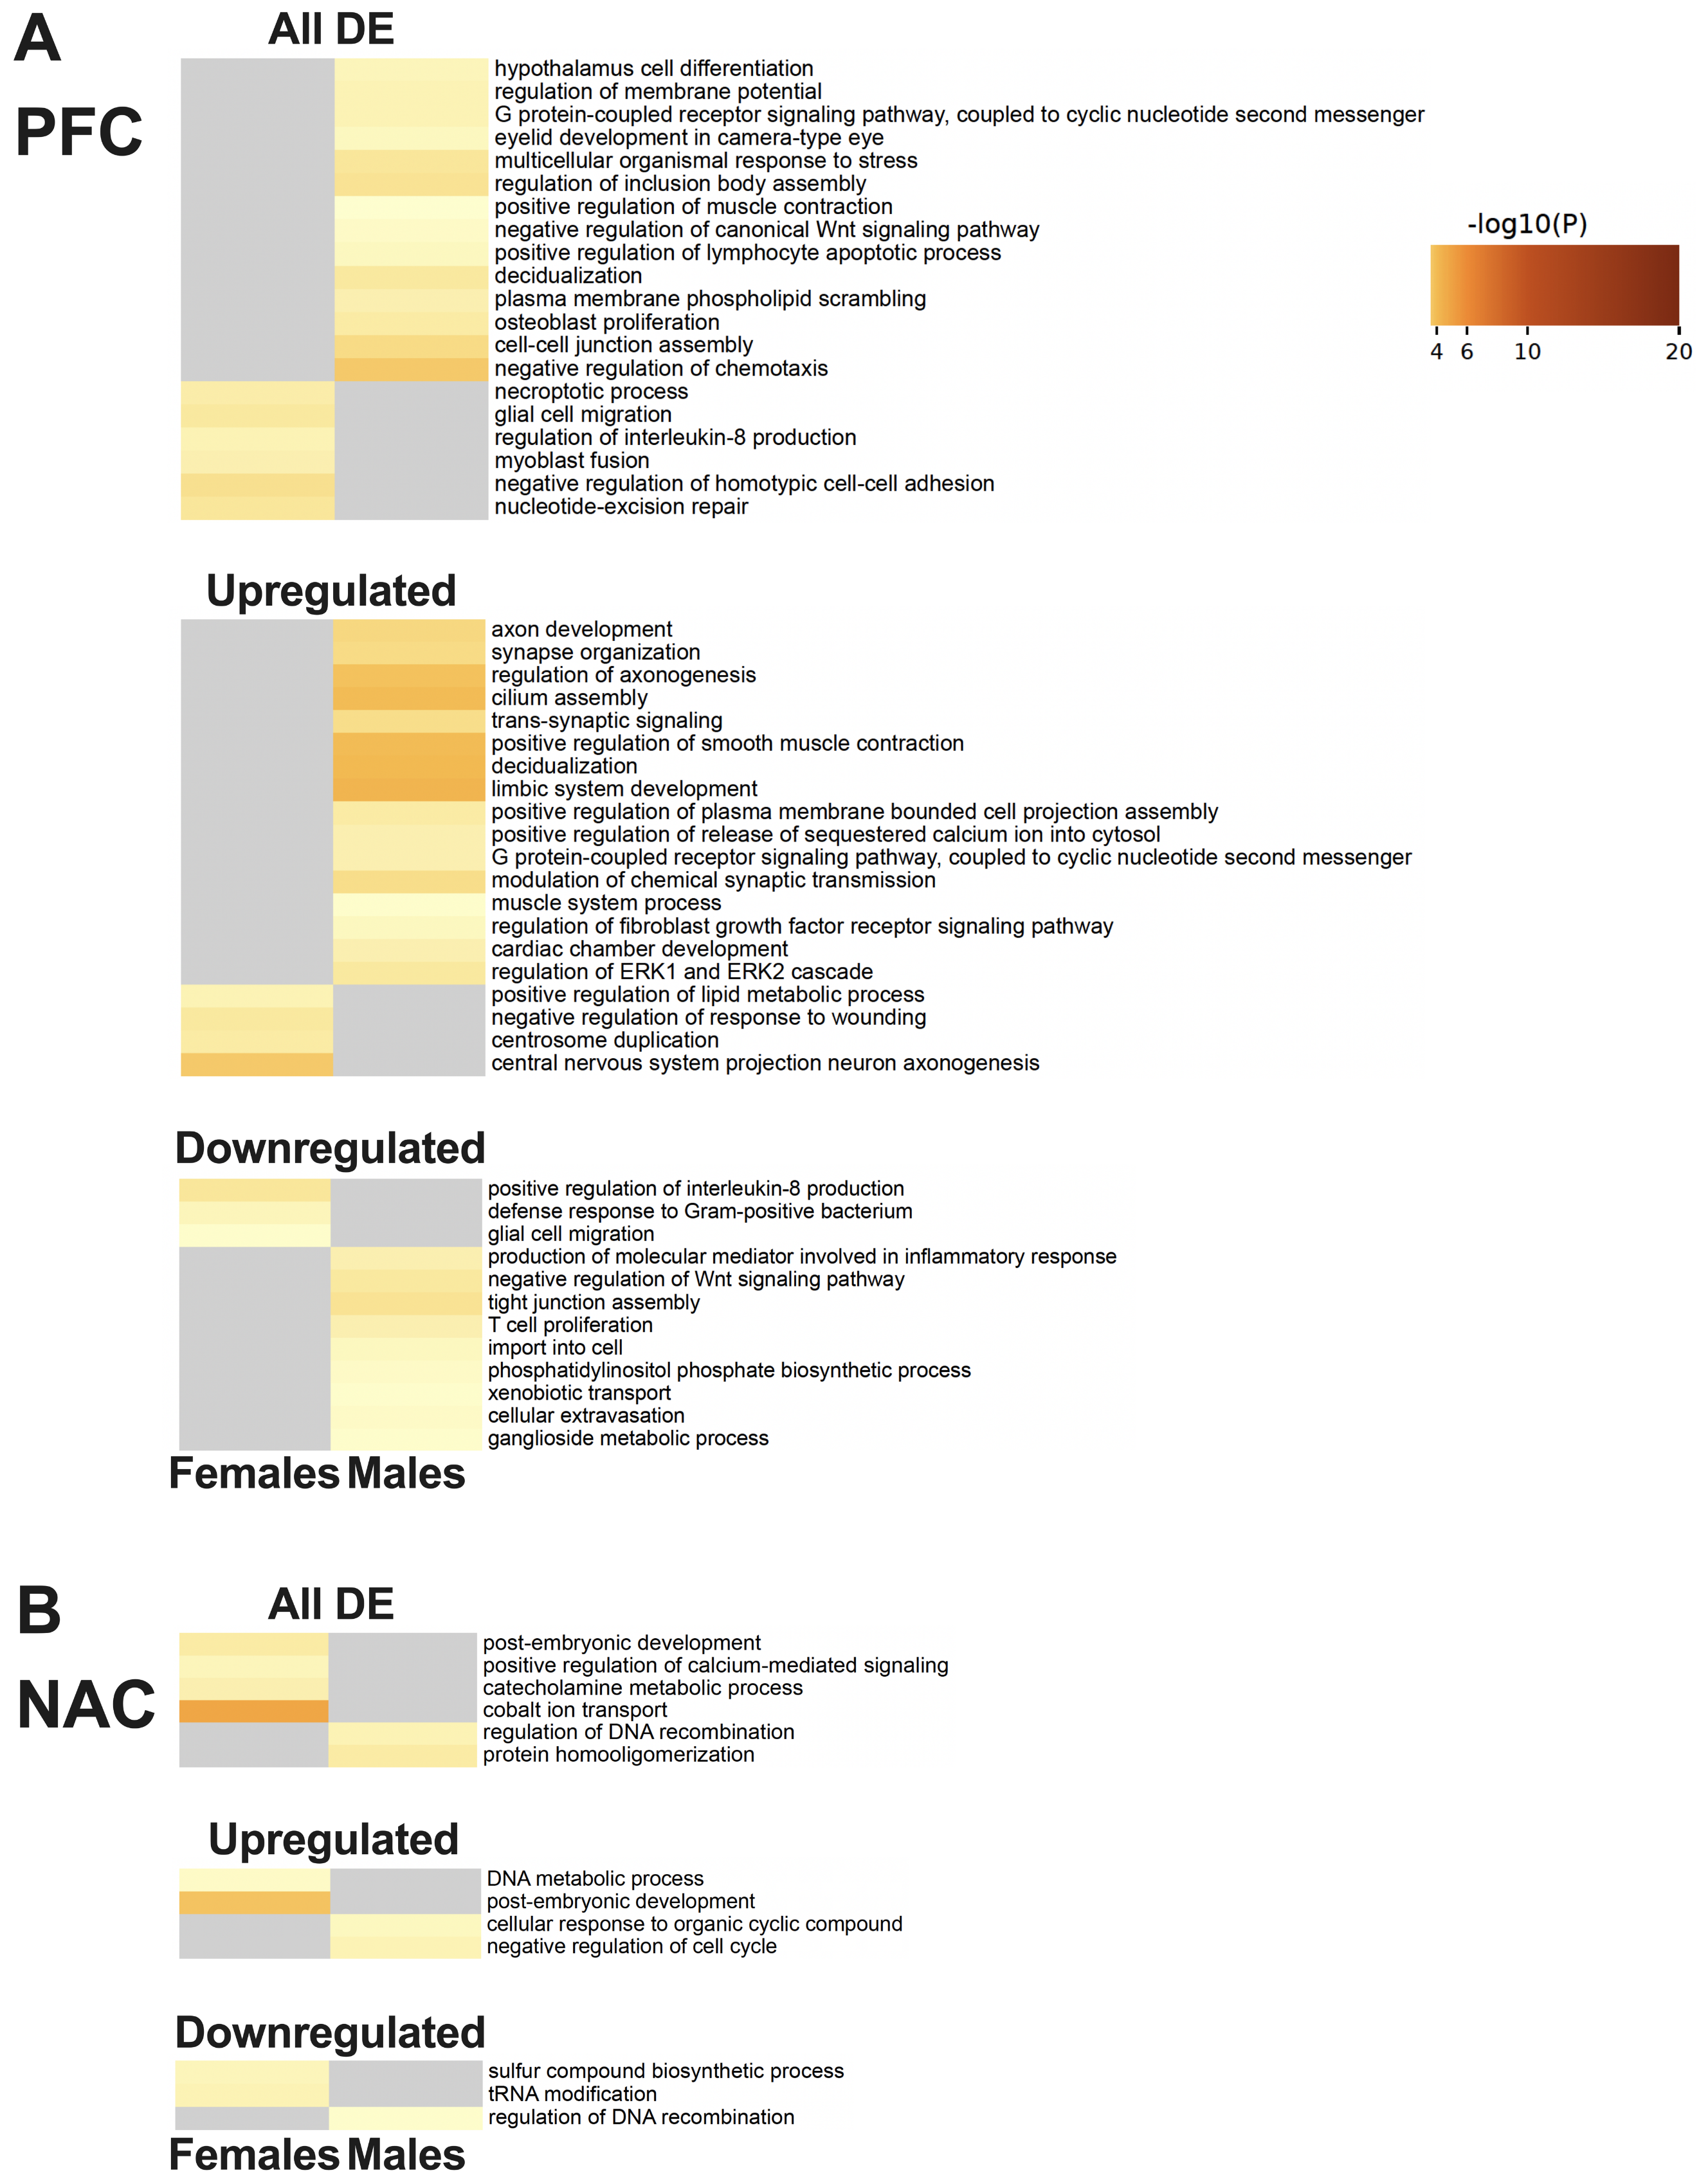

**Supplementary Figure 5.** The top enriched biological processes are shown for differentially expressed (p<0.05) (top), upregulated (middle) and downregulated (bottom) transcripts in the PFC **(A)** and NAc **(B)** after adolescent CRD at ZT6. Throughout, enriched processes are shown for male and female mice with significance indicated by a heatmap for –log10(p-value).

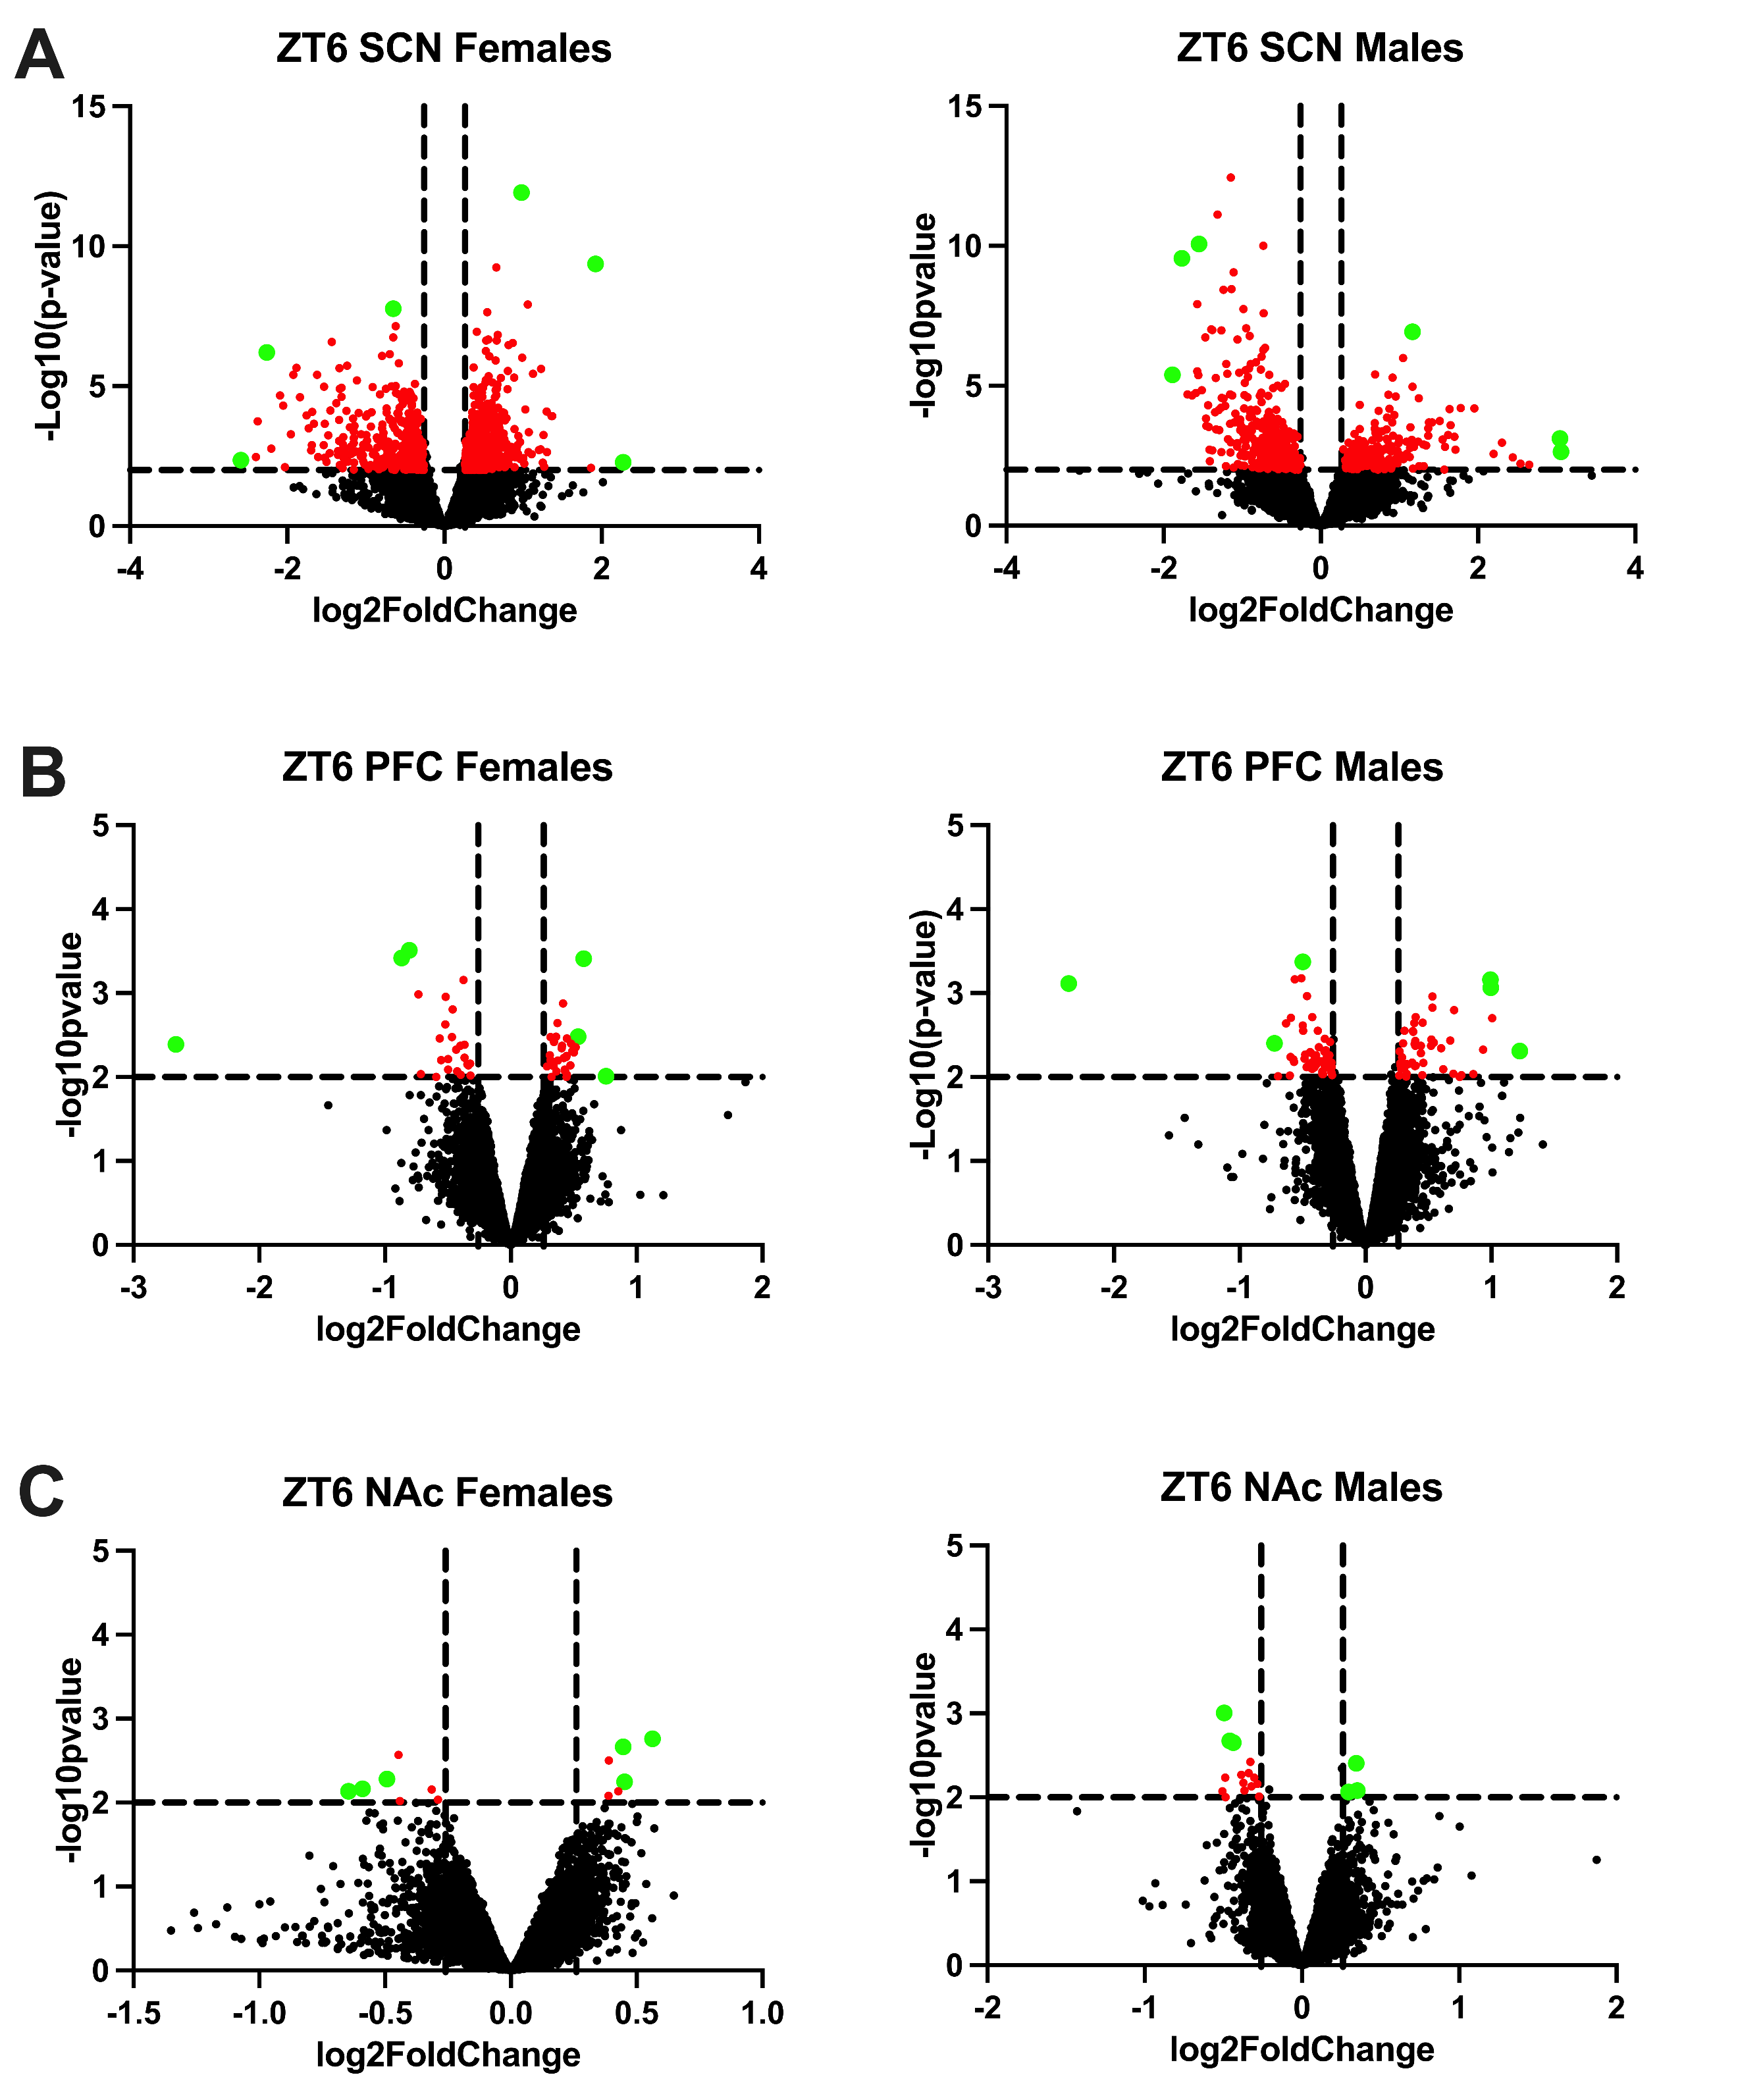

**Supplementary Figure 6.** Differentially expressed transcripts between control and adolescent CRD at ZT6 is shown in volcano plots for the SCN **(A)**, PFC **(B)**, and NAc **(C)** of female (left) and male mice (right). Horizontal dashed lines represent a cutoff of p < 0.01 and vertical dashed lines represent log2FC cutoffs of ≤ -0.26 or ≥ 0.26. Transcripts meeting both criteria are represented by red circles, with highly differentially expressed transcripts shown in green.

**Supplementary Tables**

**Supplementary Table 1:** List of significantly up and down regulated transcripts at different thresholds in males, females, or both combined.

|  | Males  (up/down) | | | Females  (up/down) | | | Males and Females  (up/down) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | p<0.01 | p<0.05 | q<0.05 | p<0.01 | p<0.05 | q<0.05 | p<0.01 | p<0.05 | q<0.05 |
| SCN | 476  (178/298) | 1251  (559/692) | 153  (35/118) | 1012  (574/438) | 2058  (1140/918) | 476  (264/212) | 389  (207/182) | 899  (429/470) | 25  (15/10) |
| PFC | 101  (48/53) | 411  (187/224) | 0 | 55  (30/25) | 277  (137/140) | 0 | 17  (11/6) | 113  (76/37) | 0 |
| NAc | 18  (3/15) | 93  (36/57) | 0 | 13  (6/7) | 116  (70/46) | 0 | 5  (4/1) | 18  (11/7) | 0 |

**Supplementary Table 2**: Tables showing sample sizes for each group. Does not include behavioral measures where individual data points are shown in the figures. Sample sizes can decrease over the course of intravenous self-administration, due to the presence of occasional outliers and attrition of catheter patency.

|  | Female control | Female shift | Male control | Male shift |
| --- | --- | --- | --- | --- |
| I.V. : Acquisition | 13 | 18 | 16 | 15 (1) |
| I.V. : Dose response | 13 | 17 | 15 (1) | 16 |
| I.V. : Extinction | 10 | 11 | 9 | 13 |
| RNAseq | 4 | 5 | 5 | 5 |

**Supplementary Table 3-7:** Tables showing statistical analysis, test statistic, p-value, mean difference and confidence intervals for each figure 1-5.

| Figure | Test | Test statistic | p-value | Mean difference ± SE | 95% CI |
| --- | --- | --- | --- | --- | --- |
| Figure 1A | Unpaired t-test | T (36) = 2.070 | **0.0457** | -1509 ± 729.2 | -2988 to -30.34 |
| Figure 1B | Unpaired t-test | T (36) = 2.177 | **0.0361** | 15.16 ± 6.963 | 1.035 to 29.28 |
| Figure 1C | Unpaired t-test | T (36) = 1.809 | 0.0788 | 3.842 ± 2.124 | -0.4654 to 8.150 |
| Figure 1D | Unpaired t-test | T (36) = 1.812 | 0.0783 | 3.682 ± 2.032 | -0.4384 to 7.803 |
| Figure 1E | 2-way ANOVA | F (1, 33) = 9.701 | **0.0038 – Main effect of sex** | -55.70 ± 17.88 | -92.08 to -19.32 |
|  |  | F (1, 33) = 11.82 | **0.0016 – Main effect of CRD** | -61.48 ± 17.88 | -97.86 to -25.10 |
|  |  | F (1, 33) = 6.443 | **0.0160 – Interaction** | -90.78 | -163.5 to -18.02 |
| Figure 1F | Unpaired t-test | T (25.37) = 2.270 | **0.0319** | -17.68 ± 7.932 | -33.78 to -1.578 |
| Figure 1G | Unpaired t-test | T (37) = 0.2249 | 0.8233 | -3.534 ± 15.71 | -35.37 to 28.31 |
| Figure 1H | Unpaired t-test | T (35) =0.7324 | 0.4688 | -11.45 ± 15.64 | -43.20 to 20.29 |

**Supplementary Table 4:**

| Figure | Test | Test statistic | p-value | Mean difference ± SE | 95% CI |
| --- | --- | --- | --- | --- | --- |
| Figure 2A | Unpaired t-test | T (40) =0.03392 | 0.9731 | 24.19 ± 713.1 | -1417 to 1465 |
| Figure 2B | 2-way ANOVA | F (1, 39) = 7.561 | **0.0090- Main effect of sex** | -22.56 ± 8.203 | -39.15 to -5.964 |
|  |  | F (1, 39) = 1.266 | 0.2675 – Main effect of CRD | 9.228 ± 8.203 | -7.363 to 25.82 |
|  |  | F (1, 39) = 0.03999 | 0.8425 - Interaction | 3.281 | -29.90 to 36.46 |
| Figure 2C | Unpaired t-test | T (40) =0.9301 | 0.3579 | -1.905 ± 2.048 | -6.044 to 2.234 |
| Figure 2D | Unpaired t-test | T (35.59) =0.1958 | 0.8459 | -0.6025 ± 3.109 | -6.882 to 5.677 |
| Figure 2E | Unpaired t- test | T (40) =0.7610 | 0.4511 | -27.41 ± 36.03 | -100.2 to 45.40 |
| Figure 2F | Unpaired t-test | T (39) =0.2555 | 0.7997 | 1.385 ± 5.421 | -9.579 to 12.35 |
| Figure 2G | Unpaired t- test | T (40) =0.09772 | 0.9226 | -1.381 ± 14.13 | -29.94 to 27.18 |
| Figure 2H | 2-way ANOVA | F (1, 39) = 0.4187 | 0.5214 – Main effect of sex | 13.50 ± 20.87 | -28.71 to 55.72 |
|  |  | F (1, 39) = 0.6526 | 0.4241 – Main effect of CRD | 16.86 ± 20.87 | -25.35 to 59.07 |
|  |  | F (1, 39) = 6.352 | **0.0159 - Interaction** | 105.2 | 20.77 to 189.6 |

**Supplementary Table 5:**

| Figure | Test | Test statistic | p-value | Mean difference ± SE | 95% CI |
| --- | --- | --- | --- | --- | --- |
| Figure 3A | 2-way ANOVA | F (1, 49) = 0.08173 | 0.7762 – Sex | -1.367 ± 4.781 | -10.97 to 8.241 |
|  |  | F (1, 49) = 0.7573 | 0.3884 – CRD | 4.161 ± 4.781 | -5.447 to 13.77 |
|  |  | F (1, 49) = 4.873 | **0.0320 – Interaction** | 21.11 | 1.891 to 40.32 |
| Figure 3B | 2-way ANOVA | F (1, 26) = 2.993 | **0.0955 – Sex** | 11.05 ± 6.389 | -2.079 to 24.19 |
|  |  | F (1, 26) = 0.2095 | 0.6510 – CRD | 2.924 ± 6.389 | -10.21 to 16.06 |
|  |  | F (1, 26) = 0.06072 | 0.8073 – Interaction | 3.149 | -23.12 to 29.42 |
| Figure 3C | 2-way ANOVA | F (2, 110) = 5.352 | **0.0061 – Dose** |  |  |
|  |  | F (1, 110) = 7.759 | **0.0063 – CRD** | -68.46 ± 24.58 | -117.2 to -19.75 |
|  |  | F (2, 110) = 1.016 | 0.3653 – Interaction |  |  |
| Figure 3D | Unpaired t-test | T (34) = 1.506 | 0.1412 | -56.90 ± 37.77 | -133.7 to 19.86 |

**Supplementary Table 6:**

| Figure | Test | Test statistic | p-value | Mean difference ± SE | 95% CI |
| --- | --- | --- | --- | --- | --- |
| Figure 4A - Females | 2-way ANOVA | F (9, 261) = 19.64 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 29) = 0.7037 | 0.4084 – Main effect of CRD | -4.331 ± 5.163 | -14.89 to 6.228 |
|  |  | F (9, 261) = 1.028 | 0.4179 – Interaction |  |  |
| Figure 4A - Males | 2-way ANOVA | F (9, 261) = 25.17 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 29) = 0.7508 | 0.3933 – Main effect of CRD | 3.518 ± 4.060 | -4.786 to 11.82 |
|  |  | F (9, 261) = 1.898 | **0.0526 - Interaction** |  |  |
| Figure 4A - Criteria | 2-way ANOVA | F (1, 54) = 0.1186 | 0.7318 – Main effect of sex | 0.2849 ± 0.8271 | -1.373 to 1.943 |
|  |  | F (1, 54) = 2.646 | 0.1097 – Main effect of CRD | 1.345 ± 0.8271 | -0.3130 to 3.004 |
|  |  | F (1, 54) = 3.555 | 0.0647 - Interaction | -3.119 | -6.436 to 0.1973 |
| Figure 4B - Females | 2-way ANOVA | F (5, 140) = 25.59 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 28) = 0.5290 | 0.4731 – Main effect of CRD | -6.017 ± 8.272 | -22.96 to 10.93 |
|  |  | F (5, 140) = 1.034 | 0.4003 – Interaction |  |  |
| Figure 4B – Males | 2-way ANOVA | F (5, 145) = 43.10 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 29) = 1.045 | 0.3150 – Main effect of CRD | 6.948 ± 6.796 | -6.950 to 20.85 |
|  |  | F (5, 145) = 1.633 | 0.1550 - Interaction |  |  |

**Supplementary Table 7:**

| Figure | Test | Test statistic | p-value | Mean difference ± SE | 95% CI |
| --- | --- | --- | --- | --- | --- |
| Figure 5A – Females | 2-way ANOVA | F (2, 38) = 2.216 | 0.1230 – Main effect of session |  |  |
|  |  | F (1, 19) = 0.5484 | 0.4680 – Main effect of CRD | -8.532 ± 11.52 | -32.65 to 15.58 |
|  |  | F (2, 38) = 3.441 | **0.0423 – Interaction** |  |  |
| Figure 5A – Males | 2-way ANOVA | F (2, 42) = 2.840 | 0.0697 – Main effect of session |  |  |
|  |  | F (1, 21) = 2.916 | 0.1024 – Main effect of CRD | 19.08 ± 11.17 | -4.154 to 42.31 |
|  |  | F (2, 42) = 0.4526 | 0.6390 – Interaction |  |  |
| Figure 5B - Females | 2-way ANOVA | F (9, 171) = 11.21 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 19) = 1.151 | 0.2969 – Main effect of CRD | -27.43 ± 25.57 | -80.94 to 26.09 |
|  |  | F (9, 171) = 1.292 | 0.2443 – Interaction |  |  |
| Figure 5B – Males | 2-way ANOVA | F (9, 180) = 23.56 | <0.0001 – Main effect of session |  |  |
|  |  | F (1, 20) = 2.608 | 0.1220 – Main effect of CRD | 23.87 ± 14.78 | -6.962 to 54.70 |
|  |  | F (9, 180) = 2.295 | **0.0184 – Interaction** |  |  |
| Figure 5C - Females | 2-way ANOVA | F (1, 17) = 26.10 | <0.0001 – Main effect of lever | 122.4 ± 23.96 | 71.85 to 172.9 |
|  |  | F (1, 17) = 4.116 | 0.0584 – Main effect of CRD | -65.50 ± 32.29 | -133.6 to 2.616 |
|  |  | F (1, 17) = 3.572 | 0.0759 – Interaction | -90.56 | -191.6 to 10.53 |
| Figure 5C – Males | 2-way ANOVA | F (1, 20) = 25.52 | <0.0001 – Main effect of lever | 55.34 ± 10.95 | 32.49 to 78.19 |
|  |  | F (1, 20) = 2.499 | 0.1296 – Main effect of CRD | 21.28 ± 13.46 | -6.800 to 49.36 |
|  |  | F (1, 20) = 1.458 | 0.2414 – Interaction | 26.45 | -19.25 to 72.15 |

How the deposited data were processed for this re-analysis (not part of the article)

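The deposited gene counts of 62 libraries were used, from the SCN (n = 19), the NAc (n = 26) and the PFC (n = 17) of 26 mice, with tissue collected at ZT6. The authors prepared libraries with a SmartSeq HT kit, sequenced them as paired ends, aligned the reads to Ensembl GRCm38 with HISAT2, counted them on genes with HTSeq in union mode and deposited the counts without normalization, in a table for the SCN and a table for the NAc and PFC. The tables hold 12047 and 11569 rows. No row without a gene name was present. Positions, gene types and exon lengths came from GENCODE M21, which is on the same build; the paper does not name an annotation release.

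The labels give the region and the mouse number. They do not give control or CRD, or sex, nor whether a CRD mouse was exposed in adolescence or as an adult, so no library was assigned to those groups and no effect of CRD or sex was tested. The depth per library is given with the experiment. No pair of libraries of a region held the same counts; the lowest chi-square per gene between libraries was 14.8 in the NAc, 13.1 in the PFC and 19.6 in the SCN. Mouse numbers fall into a lower range, up to J1021, and an upper range, from J1140, and relations were repeated within each range as possible batches. They held 7 and 12 SCN libraries, 12 and 14 NAc libraries, and 7 and 10 PFC libraries.

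The NAc and PFC were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), TMM normalization and filterByExpr, which removed no row. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2, the thresholds of the paper. The main comparison had no block. DESeq2 1.42.0 was an alternative. The 17 mice with both regions pair the libraries, because both come from the same animal. The correlation of the deviations of a mouse's NAc and PFC libraries from their region means ranged from -0.449 to 0.272, with a median of 0.006, and was over 0.1 in 7 of the 17 mice. In simulated counts for 11569 genes with 200 genes changed 2-fold, edgeR recovered 200 and called 7 genes that had not been changed, and DESeq2 recovered 200 and called 11.

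Within the SCN, log2 CPM (prior count 2) of the 11 transcripts named by the paper was correlated with a score for SCN neurons (Six6, Lhx1, Prok2, Nms, Vip, Grp, Avp, Syt10 and Gpr176) and a score for ependymal cells (Foxj1, Ccdc153, Tmem212, Dynlrb2, Rsph1, Cfap126, Mlf1, Ak7 and Hydin). A score is the mean z-score of its genes, leaving out genes with a mean under 1 CPM. Of the 10 ependymal genes listed, 9 were in the table. The 22 relations were adjusted together. These scores, those of 9 oligodendrocyte genes, 7 genes of other hypothalamic neurons and 125 ribosomal protein genes, and the log2 total count gave 6 further relations with the first principal component of the 1000 most variable genes. Two-sided permutation tests used 100000 resamples, whose smallest p is 1e-05, and were exact in the lower range of 7 libraries. In simulated SCN counts, 200 of 200 genes made to follow a score were recovered, and 5 of 200 others were called. The simulated score was known exactly, with a slope of 0.8 in log2 level per unit of score. Every gene had the same dispersion and independent noise. Real scores are estimated from few marker genes, so this recovery does not show how the test performs on the real libraries.

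The genes named in the text were fixed before the data were examined. They are the clock genes, the transcripts the paper names in the SCN, the marker lists and Xist, and the 5 genes with the largest change in each direction between the NAc and PFC among those that changed the same way in every mouse with both regions. Genes outside these lists were chosen after their values were seen. The alternatives were DESeq2, its size factors, other filters, the mouse number as a block, each range of mouse numbers, another prior count, rank correlation, scores without peptides, and relations without the 2 libraries farthest from the median. Leaving out mitochondrial and ribosomal RNA genes, and leaving out SCN J1199 and SCN J1140, were added after the data had been seen. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

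The behavioral results and the enriched processes were not analysed here.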

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

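The tests of gene length, of striatal tissue, of cortical tissue and of X-linked genes were chosen only after the levels they explain had been seen. The libraries' control or CRD group and sex are not labelled, so no biological explanation by either was tested on labels for any pattern below. CRD stays open for the differences between mice. Sex stays open too, apart from a later look at Xist clusters, which bear on sex only if they follow it. SCN J1199 (143 Xist counts, lower cluster) and SCN J1140 (2278, upper) lay apart. Slc17a7 ranged from 4.60 to 340 CPM in NAc libraries of the lower cluster and 7.60 to 206 CPM in the upper. These values argue against sex alone as the source of the striatal genes in those SCN libraries and of the Slc17a7 range.

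Ribosomal RNA, which the paper does not discuss, took a large share of the counts. The median share of mt-Rnr1 and mt-Rnr2 was 38.2% in the SCN, 49.4% in the NAc and 46.6% in the PFC. The genes Gm42418, Gm26917 and Gm23935, which overlap or resemble nuclear ribosomal RNA, held 13.3% of the counts of NAc J1159, against a median of 2.52% in the NAc. They held 8.96% to 19.3% in the SCN libraries (median 16.2%), so their summed share is high for the NAc alone. Gm42418 by itself held 11.2% in NAc J1159, against a NAc median of 0.603%. Its share was 1.06% to 7.15% in the SCN and at most 2.60% in the PFC, so this share was high against every region. No test of the source of these counts was made. Without mitochondrial and ribosomal RNA genes, 5270 genes differed between the NAc and PFC.

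Ppp1r1b, a gene of striatal projection neurons, reached 134 CPM in SCN J1199 and 66.9 CPM in SCN J1140, and at most 9.87 CPM in the other SCN libraries. Drd1 (47.7 and 28.2 CPM) and Rgs9 (62.1 and 29.8 CPM) were highest in the same libraries, as were Ano3 (86.7 and 38.3 CPM) and Meis2 (61.8 and 22.8 CPM), which the paper names as higher after CRD. Striatal tissue in these punches is a candidate explanation. Of 45 genes outside the lists at least 8-fold higher in the NAc than in the PFC, 12 (26.7%) had these as their 2 highest SCN libraries, against 91 (1.48%) of 6153 genes that did not differ between the NAc and PFC. The other genes of the 45 did not follow this order, and genes are not independent. Without both libraries, the correlation of Meis2 with the SCN neuron score was 0.006. Whether these mice were control or CRD mice is not known, so what this means for the reported transcripts was not tested.

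Slc17a7, a gene of cortical glutamatergic neurons, ranged from 4.60 to 340 CPM across the NAc libraries, up to 55.9% of its PFC median. Tissue like the PFC punches is argued against as the whole source. In that case, other cortical genes would rise with Slc17a7 in proportion to their PFC levels, with slopes of 1. The 95% bootstrap interval left out 1 for 4 of 4 cortical genes, a set that was changed after its result had been seen. The slopes were 0.403 for Cux2 (0.0768 to 0.931), 0.513 for Neurod6 (0.395 to 0.585), 1.28 for Tbr1 (1.22 to 1.41) and 1.53 for Neurod2 (1.32 to 1.63). A varying share of another tissue with Slc17a7 neurons stays open. Drd1 fell as Slc17a7 rose (r = -0.81, rho = -0.79, n = 26, permutation p = 1e-05, the smallest it can give, adjusted p = 2.2e-05 over 11 relations), with r = -0.78 in the lower and -0.81 in the upper range of mouse numbers and -0.77 without the 2 farthest libraries. Other striatal genes fell less steadily, with r = -0.70 for Adora2a (-0.64 in the lower range), -0.51 for Ppp1r1b (-0.39), -0.48 for Rgs9 (-0.15) and -0.47 for Drd2 (-0.25).

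Xist had 1403 counts in SCN J1165, and 23 and 18 counts in the NAc and PFC libraries of the same mouse number. Xist levels formed a lower and an upper cluster in each region, and J1165 was the 1 mouse number of 24 with libraries in both clusters. A mislabelled sample would give this. A mixed sample stays open too. SCN J1165 ranked 13 of 19 in Eif2s3x, 7 in Kdm6a, 7 in Kdm5c and 11 in Ddx3x, and a single library cannot settle it.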

How the results depend on the processing

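Of the alternatives, 2 were chosen after seeing the data, namely leaving out mitochondrial and ribosomal RNA genes and leaving out SCN J1199 and SCN J1140. Using all rows of the table moved nothing, because the filter removed no row, and says nothing of stability.

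Between the NAc and PFC, 4984 to 5743 genes were called over 10 alternatives, against 5254, and no called gene changed direction. With mouse number as the block in the 17 mice with both regions, 5681 genes were called, 4938 of them shared, and the block changed no call of the 35 genes chosen by the rule for named genes against the fit of the same mice without it. Against all libraries, Per1 lost its call in these mice, where its log2 fold change of 0.29 became 0.25 without the block and 0.24 with it, under the fold change threshold of 1.2. Of 341 values for these 35 genes, 329 kept their direction and side of the threshold, 4 were weaker and 8 reversed, all 8 in genes not called. The log2 fold change of Clock was -0.0097, and 0.041 with the block, 0.044 in the same mice without it, 0.040 in the lower range of mouse numbers and 0.0034 without mitochondrial and ribosomal RNA genes. Rgs4 had -0.070, and 0.019 with the block, 0.084 in the same mice without it and 0.036 in the lower range. Per2 had 0.15, and -0.013 in the lower range. The cause was not tested.

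In the SCN, 5 of 11 transcripts passed with the SCN neuron score. This number was 3 in the lower range of mouse numbers, where there are 7 libraries, and 8 in the upper range. With the ependymal score, 5 passed, and 1 in the lower range. The correlation of Meis2 with the SCN neuron score was -0.45, but -0.85 in the upper range, where it passed, 0.47 in the lower range and 0.006 without SCN J1199 and SCN J1140. Of 6 measures, 2 passed with the first principal component. The same 2 passed with all genes and without SCN J1199 and SCN J1140. The number became 1 with DESeq2 size factors, 1 with a prior count of 0.5, 1 with rank correlation, 1 in the upper range and 0 without the 2 libraries farthest from the median. The cause of these changes was not tested. Of 115 single correlations, 91 kept their direction and side of the threshold, 18 were weaker, 4 stronger and 2 reversed.

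The number of genes retained was 11559 to 11568 in the NAc, 11512 to 11555 in the PFC and 12047 in the SCN over its alternatives. The deposited counts are labelled as already filtered. Every SCN row and nearly every row of the NAc and PFC passed, so this narrow range says nothing of stability. The 1 mouse number in both Xist clusters, and the side of the threshold of each published overlap, did not change under theirs. The number of SCN libraries limits the relations within ranges, and unlabelled groups keep the effect of CRD from being computed at any depth.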

Differences from the paper's values

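The paper's target was 30 M reads per sample. The median total count was above it in the NAc (45.2 M) and the PFC (43.4 M), and below it in the SCN (22.6 M). The target is a plan for reads, and the total is the number counted on the deposited genes. The libraries were sequenced as paired ends, and the paper does not say whether its target means pairs or single reads. If it means single reads and each pair was counted once, the SCN total need not be below it. None of the alternatives set before the data were examined changes the total count, so none closed the gap in any region.

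The paper states that genes were kept where CPM was above 1 in enough subjects of a group, and its Supplementary Figure 3 names Htr1d and Serpina9 as lower after CRD in the PFC. These levels were looked up after the data had been seen, for all 24 transcripts that the figure names in the NAc and PFC. With CPM taken from the total counts, Serpina9 had 0 to 22 counts per PFC library, with a median of 3 and at most 0.497 CPM, and Htr1d had 0 to 28 counts, with a median of 6 and at most 0.632 CPM. Neither had a CPM above 1 in any of the 17 PFC libraries. Relative to the counts on nuclear protein-coding genes alone, each was above 1 in 2 of 17 libraries. Fndc9, named as higher in males, was above 1 CPM in 6 of 17 libraries, and in 14 relative to nuclear protein-coding genes. The other 21 transcripts were above 1 CPM in at least 50% of the libraries of their region.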

Other observations

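The repeat of the relations without the 2 libraries farthest from the median was set before the data were examined, but its use as a test for Ano3, Tac1, Kcnq3 and Meis2, and the test of gene length, were chosen only after the relations had been seen. Scores of the clock genes, of the NAc and PFC marker genes and of the paper's transcripts, and the second principal component, were also looked at across the SCN libraries while the data were explored, and are not reported as tests.

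Of 11569 genes, 5254 differed between the NAc and PFC (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), 2738 higher and 2516 lower in the NAc. Of 50 splits of the libraries, the real one included, 1 gave as many genes. The 29 other splits that parted as many mice gave 0 to 1552 genes, with a median of 0. Genes were named only from those that changed the same way in 17 of 17 mice, so that agreement is the rule of choice and not a result. Among their largest increases in the NAc were those of Six3, Serpina9, Isl1 and Dlk1. Mean PFC levels of these genes were near the floor, from 0.0678 CPM (Isl1) to 0.159 CPM (Dlk1). Among the largest decreases were those of Fezf2, Myoc, Nrn1 and C1ql3. Among clock genes, Arntl was lower in the NAc (log2 fold change -0.53, standard error 0.046, adjusted p = 6.2e-14, 17 of 17 mice). Cry1 was higher (0.78, standard error 0.088, adjusted p = 1.1e-10, 17 of 17 mice). Per1 was higher too (0.29, standard error 0.079, adjusted p = 0.0012, 12 of 17 mice). Per1 was under the fold change threshold in the 17 mice with both regions (0.25, and 0.24 with mouse number as the block). By range of mouse numbers, Per1 had 0.037 in the lower range, under the threshold, and 0.48 (adjusted p = 1.6e-06) in the upper range. Clock, Cry2, Per2 and Per3 were not called.

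A varying share of SCN neurons in the punches was tested as an explanation for variation of the transcripts the paper names in the SCN. It called for 8 transcripts to follow the SCN neuron score with a stated sign over all libraries and within both ranges of mouse numbers, and 7 did. Meis2 had the opposite sign in the lower range (r = 0.47, exact permutation p = 0.28), against -0.85 (adjusted p = 0.0044) in the upper range, so the prediction was not met in full. Over 19 libraries, r was 0.94 for Rgs16, 0.94 for Rasl11b, 0.90 for Vipr2 and -0.83 for Rgs4 (each permutation p = 1e-05, the smallest it can give, adjusted p = 5.5e-05 over 22 relations), and -0.72 for Ano3 (adjusted p = 0.0047). Spearman's rho was 0.93, 0.95, 0.78, -0.88 and -0.67 in the same order (permutation p from 1e-05 to 0.00225). Tac1 (-0.51, adjusted p = 0.0516), Kcnq3 (-0.49, adjusted p = 0.0575) and Meis2 (-0.45, adjusted p = 0.0713) did not pass. Without the 2 libraries farthest from the median, 0 of the 4 transcripts Ano3, Tac1, Kcnq3 and Meis2 passed, which decides nothing for the 3 that had not passed before. Ano3 had r = -0.51 (adjusted p = 0.0788) there, and -0.67 (adjusted p = 0.0094) without SCN J1199 and SCN J1140. Without the 2 farthest, r was 0.90 for Rgs16, 0.93 for Rasl11b, 0.76 for Vipr2 and -0.85 for Rgs4. Scores of surrounding tissue did not clearly fall as the SCN score rose, with r = 0.32 for ependymal cells, 0.11 for oligodendrocytes and -0.28 for other hypothalamic neurons (permutation p = 0.182, 0.653 and 0.25). A varying share of SCN neurons, regulation within those neurons and an effect of CRD cannot be told apart here, because the groups are not labelled.

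Iqca (r = 0.88) and 1110017D15Rik (r = 0.81), which the paper names as lower in females, rose with the ependymal score (each adjusted p = 7.33e-05), with rho of 0.83 and 0.86, also within both ranges of mouse numbers (r = 0.89 and 0.96 in the lower, 0.89 and 0.74 in the upper), as a varying share of ependymal cells would give. Ascc1 rose (0.73, adjusted p = 0.00104), and Tac1 (-0.73, adjusted p = 0.00135) and Ano3 (-0.60, adjusted p = 0.0206) fell. Without the 2 farthest libraries, r was 0.82 for both Iqca and 1110017D15Rik, 0.72 for Ascc1 and -0.73 for Tac1, while Ano3 no longer passed (-0.44, adjusted p = 0.107), nor did it without SCN J1199 and SCN J1140 (-0.54, adjusted p = 0.0507). An effect of CRD on ciliated cells stays open and was not tested.

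The first principal component of the SCN libraries held 23.1% of the variance. It followed the ribosomal protein score (r = -0.83, rho = -0.68, adjusted p = 0.00024) and the log2 total count (r = 0.55, rho = 0.36, adjusted p = 0.0424), but without the 2 farthest libraries r was -0.55 and 0.073 and neither passed. Without SCN J1199 and SCN J1140, both relations passed the permutation test (r = -0.89, adjusted p = 6e-05, and 0.64, adjusted p = 0.0157). They also passed with a component of all genes (r = -0.97, adjusted p = 6e-05, and 0.60, adjusted p = 0.0201). Only the ribosomal protein relation passed with DESeq2 size factors, a prior count of 0.5, rank correlation or the upper range. Over all 19 libraries, the first component did not pass with the SCN neuron (0.38), ependymal (0.31), oligodendrocyte (0.12) or other hypothalamus (-0.04) score. In the lower range of mouse numbers (n = 7, exact permutation test), where the component was computed anew and its sign is arbitrary, it passed with the ependymal score (r = -0.89, adjusted p = 0.0363) and the oligodendrocyte score (r = 0.87, adjusted p = 0.0363) and not with the ribosomal protein score (r = -0.48, adjusted p = 0.532). Library depth as a cause of the ribosomal protein score remained open. Its r with the log2 total count was -0.57 (rho = -0.42, permutation p = 0.0103), but -0.16 without the 2 farthest libraries, so the relation rests on those. Gene length bias is a candidate explanation. Across other protein-coding genes, the median r with the ribosomal protein score was 0.607 for 566 genes with under 1500 exonic bases and -0.42 for 4198 genes with over 6000. Genes are not independent replicates.

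The published counts were set against chance. With 11339 genes in the SCN, 567 would pass an unadjusted p of 0.05 in each sex if none changed, and the paper's counts were 1251 in males and 2058 in females. In the PFC, 511 would pass, against the paper's 411 and 277, and in the NAc 519 would pass, against the paper's 93 and 116. If the paper's fold change threshold also applied to these counts, the numbers by chance would be lower. The paper's overlap of males and females was 186 transcripts in the SCN, where independent lists would share 227 (one-sided hypergeometric p of as few = 0.00065, and 0.0144 against all deposited rows). It was 13 in the PFC, against 11.1, and 3 in the NAc, against 1.04 (p of as many = 0.323 and 0.0857). Genes are not independent, so these p-values describe the counts only.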
